# Transcriptome and chromatin landscape of iNKT cells are shaped by subset differentiation and antigen exposure

**DOI:** 10.1038/s41467-021-21574-w

**Published:** 2021-03-04

**Authors:** Mallory Paynich Murray, Isaac Engel, Grégory Seumois, Sara Herrera-De la Mata, Sandy Lucette Rosales, Ashu Sethi, Ashmitaa Logandha Ramamoorthy Premlal, Goo-Young Seo, Jason Greenbaum, Pandurangan Vijayanand, James P. Scott-Browne, Mitchell Kronenberg

**Keywords:** Immunology, Cellular immunity, Innate lymphoid cells, Lymphocytes

## Abstract

Invariant natural killer T cells (iNKT cells) differentiate into thymic and peripheral NKT1, NKT2 and NKT17 subsets. Here we use RNA-seq and ATAC-seq analyses and show iNKT subsets are similar, regardless of tissue location. Lung iNKT cell subsets possess the most distinct location-specific features, shared with other innate lymphocytes in the lung, possibly consistent with increased activation. Following antigenic stimulation, iNKT cells undergo chromatin and transcriptional changes delineating two populations: one similar to follicular helper T cells and the other NK or effector like. Phenotypic analysis indicates these changes are observed long-term, suggesting that iNKT cells gene programs are not fixed, but they are capable of chromatin remodeling after antigen to give rise to additional subsets.

## Abstract (web summary)

Invariant natural killer T cells are known to be composed of a number of phenotypic and functionally distinct populations. Here the authors use transcriptomic and epigenomic analysis to further characterize the peripheral iNKT compartment before and after antigenic stimulation.

## Introduction

Invariant natural killer T (iNKT) cells are considered to be an innate-like T lymphocyte population that can initiate or inhibit immune responses, depending on the context. Following activation, iNKT cells rapidly produce copious amounts of cytokines, similar to other innate-like lymphocytes^1^. iNKT cells express an invariant TCRα chain comprised of a Vα14-Jα18 (*Trav11*-*Traj18*) rearrangement in mice, with a conserved rearrangement in humans and many other mammals. These cells are activated by either self or microbial glycolipid antigens, presented by CD1d, a non-classical MHC class I molecule^2^.

In the thymus, iNKT cells differentiate into three effector cell subsets, NKT1, NKT2, and NKT17, without exposure to exogenous antigen. Their effector functions and cytokine profiles resemble T_H_1, T_H_2, and T_H_17 CD4^+^ T cells and subsets of other lymphocytes, including ILC, mucosal-associated invariant T (MAIT) cells, and γδ T cells^3–5^. Within the thymus, these iNKT cell subsets have highly divergent epigenetic landscapes and transcriptional programs^6–8^. Remarkably, several hundred genes are differentially expressed between thymic iNKT cell subsets, despite their similar specificity and despite sharing a distinct positive selection pathway^9^. Evidence suggests that some iNKT cells are long-term thymic residents, and these resident cells may contribute to thymic homeostasis^6^. Following egress from the thymus, iNKT cells localize to tissues throughout the body and the majority of peripheral iNKT cells do not recirculate^10,11^.

Although divergent thymic iNKT cell subsets have been identified, their relationship to the corresponding peripheral iNKT cell subsets has not been assessed. We and others have defined the molecular details of iNKT cell subset differentiation using genome-wide analyses of gene expression and chromatin accessibility^7,8,11,12^. These data identified the induction and divergence of transcriptional programs between thymic iNKT cell subsets, but the impact of tissue localization on these programs remains incompletely understood. To address these issues, we compared transcriptomic and epigenomic data of iNKT cells from the thymus to several peripheral sites. Similar methods were used to track changes in these cells after antigen exposure. Our genome-wide analysis of the transcriptome and epigenome of iNKT cell subsets provides insights into the stability and plasticity of the chromatin landscapes that are initiated in the thymus and perhaps also initiated peripherally as well.

## Results

### Divergent chromatin landscape of thymic iNKT cell subsets

Previously, we showed that thymic iNKT cell subsets possess highly divergent transcriptomes^8^. Similar results were obtained by others^7,11,12^. Further, we demonstrated by genome-wide analysis of H3K27 acetylation modification that there were significant differences in enhancer marks between the thymic iNKT cell subsets^8^. Because the epigenetic landscape of a cell population is more stable than the transcriptome, we analyzed the epigenetic landscape of thymic iNKT cell subsets more broadly with the assay for transposase-accessible chromatin using sequencing (ATAC-seq)^13^. The thymic iNKT cell subsets were sorted based on the expression of surface proteins and validated by transcription factor staining (Supplementary Fig. 1a, b). Based on our previous RNA-seq analysis of thymic iNKT cell subsets, we excluded a population of CD1d-tetramer^+^ cells with an intermediate phenotype, ICOS^high^, or IL-17RB^+^ cells that express CXCR3 or CD122, to obtain more purified subsets (Supplementary Fig. 1c). 

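*Rorc*, which encodes RORγt, was abundant in the sorted NKT17 cells of thymus, spleen and lung and scarce in the NKT1 and NKT2 cells sorted beside them. *Tbx21*, which encodes T-bet, was highest in NKT1 cells, lower in NKT2 cells and lowest in NKT17 cells. *Rorc* lies on chromosome 3 of GRCm38 (mm10) from 94372794 to 94398276. In read counts scaled by TMM library size (CPM, libraries of one sort summed into 1 replicate), NKT17 cells held 619.5 ± 124 (mean ± SD, n = 4) in thymus, 458 ± 149 (n = 5) in spleen and 361 ± 113 (n = 4) in lung. NKT1 cells held 0.290 ± 0.128 (n = 3) in thymus, 2.86 ± 5.48 (n = 5) in spleen and 6.86 ± 10.1 (n = 3) in lung. NKT2 cells held 1.88 ± 1.50 (n = 3), 8.34 ± 6.63 (n = 5) and 16.3 ± 24.0 (n = 3) in the same tissues. Between NKT1 and NKT17 cells, the log2 fold change of *Rorc* was -11.11 (SE 1.99, adjusted p = 0.000305 from edgeR's quasi-likelihood test) in thymus, -7.40 (SE 1.30, adjusted p = 0.000178) in spleen and -5.74 (SE 1.52, adjusted p = 0.0263) in lung. Between NKT2 and NKT17 cells it was -8.41 (SE 1.74, adjusted p = 0.00274 from edgeR) in thymus and -5.78 (SE 1.19, adjusted p = 0.00287) in spleen. The lung difference of -4.48 (SE 1.42, adjusted p = 0.131 from edgeR) did not pass, but did with DESeq2 (0.0382), with every library as its own replicate (0.00617), with the shared sorts as a replicate block (0.0279), in the IsEn12 libraries alone (0.0179) and without lung NKT2 replicate 2 (0.0468). The lung call for NKT1 against NKT17 ended without lung NKT1 replicate 1 (adjusted p = 0.103 from edgeR) or replicate 3 (0.151) and without the low-count filter (0.0623). Within the libraries labelled Exp alone, with 1 replicate in each thymic group and 2 in each of spleen and lung, the 5 differences of *Rorc* just called stayed between -4.79 and -10.08 but did not pass (adjusted p = 0.183 to 0.800 from edgeR). *Tbx21* lies on chromosome 11 from 97098071 to 97115331. Its level in NKT1 cells was 284 ± 55.3 CPM (n = 3) in thymus, 325 ± 102 (n = 5) in spleen, 301 ± 223 (n = 3) in lung and 364 ± 65.3 (n = 3) in liver. NKT2 cells had 28.0 ± 9.67 (n = 3), 59.1 ± 14.6 (n = 5) and 40.3 ± 6.41 (n = 3) CPM in thymus, spleen and lung. NKT17 cells had 0.866 ± 1.32 (n = 4), 11.5 ± 6.42 (n = 5) and 11.3 ± 3.64 (n = 4). The log2 fold change of *Tbx21* between NKT1 and NKT2 cells was 3.35 (SE 0.72, adjusted p = 0.00449 from edgeR) in thymus, 2.46 (SE 0.54, adjusted p = 0.00262) in spleen and 2.90 (SE 0.71, adjusted p = 0.0212) in lung. Between NKT1 and NKT17 cells in spleen it was 4.80 (SE 0.60, adjusted p = 4.54e-07 from edgeR). In the libraries labelled IsEn12 alone, the NKT1 to NKT2 difference of *Tbx21* was 3.17 in thymus, 2.47 in spleen and 4.06 in lung, where each group has 1 replicate. With these fewer replicates it did not pass (adjusted p = 0.201, 0.129 and 0.308 from edgeR). The lung call of *Tbx21* also ended without lung NKT1 replicate 1 (adjusted p = 0.184 from edgeR) or without lung NKT2 replicate 1 (0.138), 2 (0.0968) or 3 (0.0877).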

Expression of *Rorc* and *Tbx21* transcripts by each iNKT cell subset in multiple tissue tissues further demonstrates sorting efficiency; *Rorc* transcripts were only expressed in NKT17 cells, whereas *Tbx21* transcripts were predominately expressed in NKT1 cells (Supplementary Fig. 1d).

Consistent with previous results, we found that the profiles of accessible chromatin in iNKT cell thymic subsets were strikingly divergent, with between ∼5000–7500 differentially accessible regions of chromatin (Fig. 1a). For comparison, naive versus memory CD8^+^ T cells have ∼5700 differentially accessible regions of chromatin^14,15^. Figure 1b highlights the results from some key cytokine and transcription factor gene loci. For example, there was a higher ATAC-seq signal at the *Ifng* locus in thymic NKT1 cells (Fig. 1b). Although some signal at several peaks also was apparent in NKT2 cells, no accessibility was detected at a proximal enhancer 5 kb upstream of the TSS (vertical gray bar) required for *Ifng* transcription (Fig. 1b)^16^. As expected, we found the *Il17a* locus was most accessible in NKT17 cells. The *Il4* and *Il13* loci were open in both NKT2 and NKT1 cells, likely reflecting the ability of NKT1 cells to produce some T_H_2 cytokines after strong activation (Fig. 1b). Similarly, for transcription factors that drive the expression of key cytokines, the *Tbx21* locus encoding T-bet was more accessible in NKT1 cells and accessibility of *Rorc* was increased in NKT17 cells (Fig. 1b, right). *Zbtb16* encoding PLZF, a transcription factor required for the generation of all iNKT cells^9^, was accessible in all subsets, although mRNA and protein expression (Supplementary Fig. 1b) were higher in NKT2 thymocytes. These observations from C57BL/6J thymic iNKT cells were consistent with previous analyses of gene expression and chromatin accessibility of thymic iNKT cells from BALB/c mice^7,12^.

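*Zbtb16* mRNA in the thymus was highest in NKT2 cells, close behind in NKT17 cells and lowest in NKT1 cells. The gene, which encodes PLZF, lies on chromosome 9 of GRCm38 (mm10) from 48654297 to 48836222. In RNA-seq of sorted thymic pools it was at 57.6 ± 18.2 CPM (mean ± SD, n = 3) in NKT2 cells, 35.7 ± 11.8 (n = 4) in NKT17 cells and 8.71 ± 3.17 (n = 3) in NKT1 cells. NKT1 thymocytes were lower than NKT2 thymocytes by a log2 fold change of -2.73 (SE 0.57, adjusted p = 0.00266 from edgeR) and lower than NKT17 thymocytes by -2.04 (SE 0.53, adjusted p = 0.0165). The difference between NKT2 and NKT17 thymocytes, 0.69 (SE 0.49, adjusted p = 0.781 from edgeR), did not pass the test. Among libraries labelled Exp alone each thymic group has 1 replicate. The NKT1 differences in *Zbtb16* were -2.23 and -1.10 there and did not pass (adjusted p = 0.362 against NKT2 and 0.891 against NKT17 from edgeR). The difference from NKT17 ended without thymic NKT1 replicate 2 (adjusted p = 0.144 from edgeR) or 3 (0.0590) or thymic NKT17 replicate 3 (0.0516).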

**Fig. 1:**
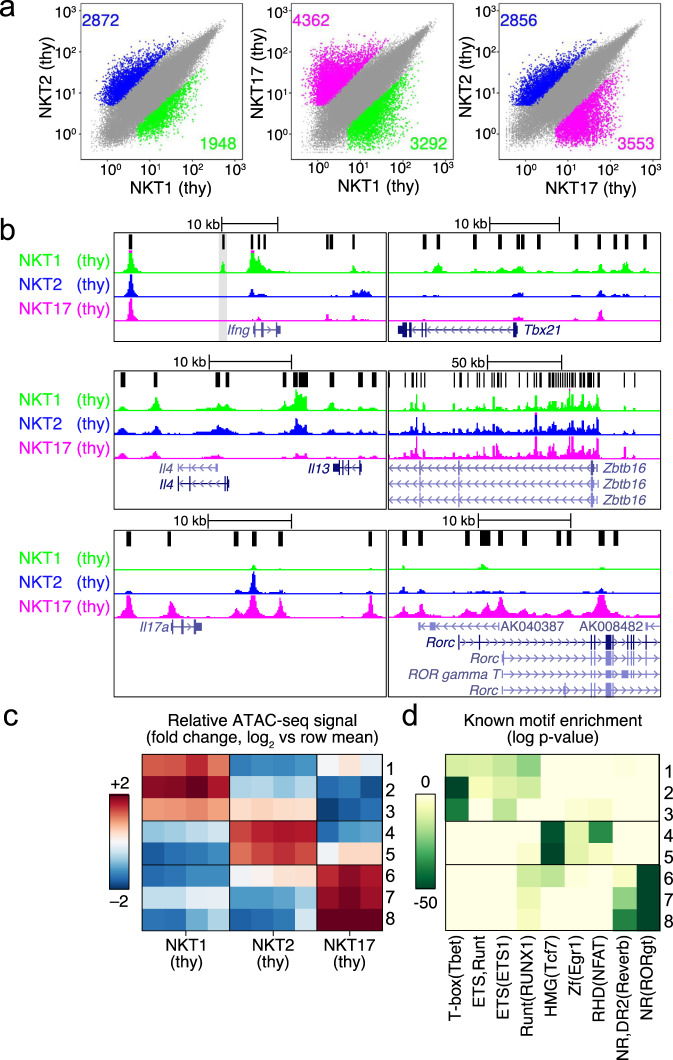
Subsets of thymic iNKT cells have differences in chromatin accessibility. **a** Scatterplot of mean ATAC-seq counts per peak comparing differentially accessible regions of chromatin for pairs of thymic iNKT cell subsets. Colors indicate differentially accessible regions defined by limma/voom (details in ‘Methods’). Blue = enriched in NKT2, green = enriched in NKT1, purple = enriched in NKT17. Thymus = thy. The numbers of differentially expressed genes are indicated. **b** ATAC-seq coverage at the indicated gene loci with a range of 0–600 for all samples. Gray bar in the upper left panel (*Ifng*) locus indicates the enhancer region. **c** Left, *k*-means clustering of relative ATAC-seq density (counts per million mapped reads/kb, log_2_ fold change from the mean) identifies eight groups of accessible regions that varied similarly (rows), 3 sets for NKT1, 2 for NKT2, and 3 for NKT17. Columns indicate the number of replicates, 3 or 4. **d** Motifs enriched in clusters of accessible regions. All motifs with a HOMER log *p* value less than –15 using a cumulative binomial test and found in 10% or more regions in at least one cluster are shown.

We partitioned all differentially accessible regions between thymic subsets (Fig. 1a) into eight groups with *k*-means clustering to identify potential regulatory elements with similar changes in the ATAC-seq signal. We then examined the degree to which the regions in each group were accessible in the different thymocyte iNKT cell subsets (Fig. 1c). Regions in clusters 1–3 had the highest signal in NKT1 cells, while clusters 4–5 and 6–8 had the highest signal in NKT2 and NKT17 cells, respectively. To associate the changes in regulatory element accessibility with transcription factors, we determined the enrichment of known motifs associated with DNA-binding proteins. Within clusters 1–3, typical of NKT1 cells, accessible regions frequently contained Tbox motifs, and to a lesser extent Runt and Ets motifs. HMG box protein motifs, associated with Tcf1 and Lef1, were enriched in NKT2 thymocytes along with some enrichment for zinc finger and RHD domain motifs, which include Egr1 and Nfat motifs, respectively. Expression of Tcf1 (encoded by *Tcf7*) is enriched in NKT2 cells and required for iNKT cell development^17^. Additionally, Lef1 is required for iNKT cell expansion and NKT differentiation, and NKT cell effector function, independent of Tcf1^18^. Regions accessible in NKT17 cells were enriched for consensus motifs of nuclear receptors, which can include Rorc and Reverb (Fig. 1d).

### iNKT cell subsets in different sites are similar

To understand the degree to which the gene programs associated with thymic subsets were also present in the periphery, and to assess the impact of tissue localization on chromatin accessibility and the transcriptome, we compared sorted iNKT cell subsets from the thymus to those in the spleen, liver, and lung by both RNA-seq and ATAC-seq analysis. 

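RNA was sequenced from NKT1, NKT2 and NKT17 cells sorted from thymus, spleen and lung and from NKT1 cells sorted from liver, each from pooled organs of unimmunized C57BL/6J mice. The authors sorted small pools of cells into lysis buffer. They aligned single-end reads to mm10 with TopHat 1.4.1, removed low-complexity reads and counted reads per gene with htseq-count 0.7.1. The deposited values are raw counts. The 58 libraries held 3859983 to 23578440 counts (median 7432210.5). Their labels name 2 sets, both of which cover all 10 groups. The 27 libraries labelled IsEn12 had 11295230 to 23578440 counts, and the 31 labelled Exp had 3859983 to 7945288. Libraries labelled A and B under one replicate number came from one sort and were summed. This gave 5 replicates for each spleen subset, 3 for NKT1 and NKT2 and 4 for NKT17 cells in thymus and in lung, and 3 for liver NKT1 cells. Genes with too few counts were removed with edgeR's filterByExpr (minimum count 10), library sizes were scaled by TMM, and all 10 groups were fitted together with edgeR's quasi-likelihood test. Totals of differing genes take a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference. Groups sorted on one day, across tissues, share a sort, and these shared sorts were entered as a block in an alternative fit. Fits within one set leave some groups with a single replicate: each thymic group and liver in the Exp set, and lung NKT1 and NKT2 cells in the IsEn12 set. There the lone replicate is assumed to vary like those of the other groups.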

Previous work showed that NKT1 cells were the predominant iNKT cell population in C57BL/6J mice, comprising the majority in all the tissue sites analyzed^6^. NKT17 cells preferentially localized to the lung, lymph nodes, and skin, and NKT2 cells were more abundant in the spleen and mesenteric lymph nodes^6^. Because of the very low cell numbers, NKT2 and NKT17 cells from the liver were not analyzed. Although we used a different RNA-seq technology allowing for greater sequencing depth^19^, we found exceedingly similar gene expression profiles in thymic NKT1, NKT2, and NKT17 thymocytes compared to the previous study^8^ (Supplementary Fig. 2). Based on bulk RNA-seq analysis, we observed that, as in the thymus, iNKT cell subsets within a given tissue were distinct from one another (Supplementary Fig. 2). Similarly, the chromatin accessibility profiles of iNKT subsets from the spleen showed a divergent pattern of accessible regions (Fig. 2a). 

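Most of the marker genes listed for NKT1 and NKT17 cells set these subsets apart in thymus, spleen and lung. The lists hold genes whose proteins defined the sort, among them *Cxcr3*, *Il2rb*, *Sdc1*, *Icos*, *Il17rb* and *Cd4*. Across the 3 subsets, 746 genes differed in thymus, 1227 in spleen and 527 in lung (adjusted p under 0.05 and at least 2-fold). Within the IsEn12 libraries these totals were 484, 604 and 345, and within the Exp libraries 242, 688 and 582, with 1 replicate of lung NKT1 and NKT2 cells in the first set and 1 of each thymic subset in the other. Of 18 NKT1 marker genes, listed before the data were examined, 17 were higher in thymic NKT1 than in NKT2 cells and 17 higher than in NKT17 cells at an adjusted p under 0.05 from edgeR. In spleen they were 16 and 15, and in lung 13 and 14. Of 19 NKT17 marker genes, 16 were lower in NKT1 than in NKT17 cells in thymus, 15 in spleen and 12 in lung, and 14, 14 and 10 were lower in NKT2 than in NKT17 cells. The 16 NKT2 marker genes set NKT2 apart from NKT1 cells less evenly, with 9 higher in NKT2 cells in thymus, 10 in spleen and 3 in lung. *Nkg7*, a gene of cytotoxic granules on chromosome 7 from 43437073 to 43438249, was at 2608 ± 1074 CPM (mean ± SD, n = 5) in spleen NKT1 cells, 59.6 ± 37.8 (n = 5) in NKT2 cells and 38.9 ± 20.8 (n = 5) in NKT17 cells. Its log2 fold change was 5.45 (SE 0.50, adjusted p = 1.16e-09 from edgeR) between NKT1 and NKT2 cells and 6.07 (SE 0.51, adjusted p = 7.66e-11) between NKT1 and NKT17 cells. *Il23r*, a receptor gene of type 17 cells on chromosome 6 from 67422932 to 67491855, was at 133 ± 27.4 CPM (n = 5) in spleen NKT17 cells. It was at 0.0958 ± 0.137 (n = 5) and 0.0300 ± 0.0429 (n = 5) in spleen NKT1 and NKT2 cells. It was lower in NKT1 than in NKT17 cells by -10.84 (SE 1.38, adjusted p = 6.74e-07 from edgeR) and in NKT2 cells by -12.00 (SE 1.52, adjusted p = 1.31e-06). In the Exp libraries alone, with 2 replicates per group, the differences were -9.47 and -11.22 and did not pass (adjusted p = 0.0555 and 0.131 from edgeR). The chemokine receptor gene *Ccr7* (chromosome 11, 99144196 to 99155077) ran the other way, at 345 ± 145 CPM (n = 5) in spleen NKT2 cells and 10.1 ± 19.1 (n = 5) in NKT1 cells. Its log2 fold change of -5.08 (SE 1.23, adjusted p = 0.00757 from edgeR) was -4.04 in the IsEn12 libraries alone and did not pass there (adjusted p = 0.212). By the paper's rule for signature genes (at least 2-fold with an unadjusted p of 0.1 or less in all 6 comparisons), 112 genes marked NKT1 cells, 50 marked NKT2 cells and 105 marked NKT17 cells across tissues. The IsEn12 libraries alone gave 61, 16 and 65, and the Exp libraries 98, 18 and 86.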

Although splenic NKT2 and NKT17 cells were more similar to one another than their thymic counterparts, there remained more than 3500 differentially accessible loci (Fig. 2a).

**Fig. 2:**
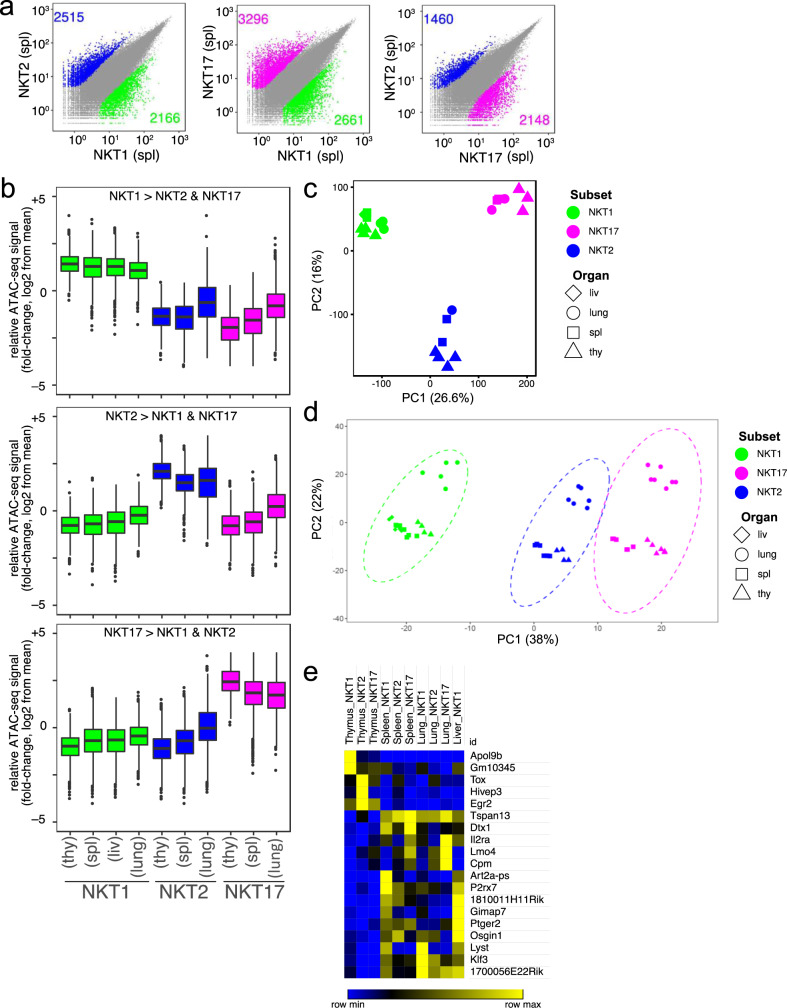
Imprint of tissue location is minor compared to the subset. **a** Scatterplot of mean ATAC-seq counts per peak comparing differentially accessible regions of chromatin for pairs of iNKT cell subsets in the spleen (spl.). Colors indicate differentially accessible regions defined by limma/voom (details in ‘Methods’). **b** Boxplot of normalized average ATAC-seq counts per peak from the indicated samples (labeled at bottom) at differentially-accessible regions that distinguish thymic iNKT cell subsets. Box indicates interquartile range with whiskers +/−1.5 times this range and outlier points indicated. *n* = 4 for thymic NKT1 and NKT2, *n* = 3 for thymic NKT17 and lung NKT1, *n* = 1 for lung NKT2, and *n* = 2 for all other samples. **c**, **d** PCA display of ATACseq (**c**) and RNA-seq (**d**) data from the indicated iNKT cell subsets from the different tissues. **e** Heat map of normalized reads from RNA-seq for genes (19) differentially regulated in thymus versus peripheral iNKT cell subsets, within all subsets, *n* > 2-fold difference, *p* = 0.1.

In comparing thymic iNKT cell subsets with their peripheral counterparts, we found smaller differences related to the tissue location compared to differences that were associated with the subset identity. For example, comparing peripheral NKT1 to thymic NKT1 cells, we found less than 1000 differentially accessible chromatin regions. Similarly, we observed relatively few differences in accessible chromatin regions comparing NKT1 cells between different peripheral tissues (Fig. 2b). Similar results were obtained from analyzing chromatin accessibility in NKT2 and NKT17 cells from different tissues. Principal component analyses (PCA) of the ATAC-seq data revealed the strong influence of subset identity (Fig. 2c). 

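The iNKT cell subset accounted for more of the transcriptome than the tissue did. Over 12708 genes, the sum of squares of the 9 group means of log2 CPM (3 subsets in thymus, spleen and lung) was divided by source. It fell into 48.9% between subsets (jackknife SE 2.88), 29.3% between tissues (SE 2.64) and 21.9% for their interaction (SE 2.69). Spread between replicates alone would divide 25%, 25% and 50%, and makes up 37.4% of this sum of squares. In principal components of the 1000 most variable genes over all 58 libraries, the first component held 25.2% of the variance and the second 13.6%. Subset accounted for 96.8% of the spread of libraries along the first and 88.6% along the second. Between thymus, spleen and lung, 554 genes differed in NKT1 cells, 347 in NKT2 cells and 639 in NKT17 cells (edgeR, adjusted p under 0.05 and at least 2-fold). In the IsEn12 libraries alone these totals were 254, 128 and 383, and in the Exp libraries 467, 220 and 368. With every library as a replicate they were 1193, 596 and 960, and with only the groups compared NKT1 cells gave 193. Some regroupings of the same NKT1 samples, which part the library sets, gave more genes than the tissues did (up to 1061). Lung set itself apart in each subset, with 377 genes differing between lung and spleen in NKT1 cells, 233 in NKT2 cells and 354 in NKT17 cells, against 187, 42 and 103 between thymus and spleen. Between liver and spleen NKT1 cells 19 genes differed, 16 of them higher in liver. The total was 246 with DESeq2 (117 higher, 129 lower), 52 with every library as a replicate, 44 with the shared sorts as a replicate block, 12 without the low-count filter, 14 in the IsEn12 libraries and 15 in the Exp libraries. Without liver replicate 1 it was 11. Among the 19 were the granzyme gene *Gzmb*, higher in liver, and the interleukin-7 receptor gene *Il7r*, lower in liver. *Gzmb* (chromosome 14, 56258838 to 56262260) was at 329.9 ± 19.9 CPM (mean ± SD, n = 3) in liver and 18.0 ± 13.1 (n = 5) in spleen NKT1 cells. This is a log2 fold change of 4.18 (SE 0.87, adjusted p = 0.0259 from edgeR). That call ended without any one of spleen replicates 1 and 4 and liver replicates 1, 2 and 3 (adjusted p = 0.0812, 0.0800, 0.0852, 0.0659 and 0.0564 from edgeR). It also ended without the low-count filter (0.0714 from edgeR) and within either library set (IsEn12 3.62, adjusted p = 0.110; Exp, with 1 liver replicate, 6.14, adjusted p = 0.282). *Il7r* (chromosome 15, 9505788 to 9530176) was at 261 ± 105 CPM (n = 3) in liver and 1493 ± 418 (n = 5) in spleen NKT1 cells (log2 fold change -2.52, SE 0.31, adjusted p = 2.06e-05 from edgeR). The immediate-early gene *Junb*, at 1001 ± 171 CPM (n = 3) in liver, was higher there by 2.53 (SE 0.35, adjusted p = 6.78e-05 from edgeR). From the grouping of libraries by subset, the paper concludes that the subset shapes the iNKT cell transcriptome more than the tissue of origin.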

A similar conclusion was obtained for the RNA-seq data, although we did find some separation based on the tissue (Fig. 2d).

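*Egr2*, a transcription factor gene induced by T cell receptor signals, and *Tox*, which encodes a high mobility group box protein of developing T cells, were higher in thymic NKT1, NKT2 and NKT17 cells than in the same subsets of spleen and lung. The difference between the mean of the 3 thymic groups and the mean of the 6 spleen and lung groups covered 485 genes, 217 higher and 268 lower in thymus (edgeR, adjusted p under 0.05 and at least 2-fold). There were 262 in the IsEn12 libraries and 274 in the Exp libraries alone. *Egr2* lies on chromosome 10 of GRCm38 (mm10) from 67535475 to 67542188. In thymus it was at 31.0 ± 21.7 CPM (mean ± SD, n = 3) in NKT1, 54.6 ± 28.6 (n = 3) in NKT2 and 35.2 ± 12.1 (n = 4) in NKT17 cells. The spleen subsets had 2.40 ± 2.80 (n = 5), 10.0 ± 9.25 (n = 5) and 3.43 ± 3.00 (n = 5). Its log2 fold change of thymus against spleen and lung was 3.26 (SE 0.68, adjusted p = 0.00125 from edgeR), and with fewer replicates 3.11 in the IsEn12 libraries (adjusted p = 0.0681) and 3.31 in the Exp libraries alone (adjusted p = 0.0630). *Tox* lies on chromosome 4 from 6686353 to 6991557. It was at 70.8 ± 34.5 (n = 3), 241 ± 63.9 (n = 3) and 101 ± 22.3 (n = 4) CPM in thymic NKT1, NKT2 and NKT17 cells. Their spleen counterparts had 17.1 ± 7.29 (n = 5), 88.6 ± 23.3 (n = 5) and 27.2 ± 12.5 (n = 5) (log2 fold change 1.85, SE 0.21, adjusted p = 7.86e-08 from edgeR). The gene *Hivep3* also rose in thymus, by 3.22 (SE 0.70, adjusted p = 0.00194 from edgeR), and by 3.26 in the IsEn12 libraries alone (adjusted p = 0.164), and *Gm10345* by 1.51 (SE 0.17, adjusted p = 5.39e-08). Beyond these, *Id3*, an inhibitor of E proteins (chromosome 4, 136143497 to 136145755), reached 649 ± 83.3 CPM (n = 3) in thymic NKT2 cells and 34.1 ± 21.6 (n = 3) in thymic NKT1 cells. Spleen NKT1 cells held 0.309 ± 0.392 (n = 5), and the log2 fold change over the subsets was 3.93 (SE 0.39, adjusted p = 6.41e-09 from edgeR). *Capg*, which encodes an actin-capping protein, was higher in thymus by 2.18 (SE 0.11, adjusted p = 3.2e-16 from edgeR). By the paper's rule (at least 2-fold with an unadjusted p of 0.1 or less from edgeR in all 7 comparisons of thymus with spleen, lung and, for NKT1 cells, liver), 12 genes set thymic cells apart, 3 higher and 9 lower. The 3 higher genes were *Egr2*, *Tox* and *Apol9b*, the last named after its values were seen. Leaving out 1 replicate gave 9 to 15 such genes, the IsEn12 libraries alone 8 and the Exp libraries alone 9.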

Despite the overall similarity between the thymus and peripheral tissues, there are transcripts that were enriched specifically in a given thymic subset compared to the same subset in each peripheral site, including *Egr2* and *Tox* (Fig. 2e). These transcription factors are required for the early stages of iNKT cell differentiation^20,21^, so-called NKT0 cells, and therefore, this may reflect the residual expression of these genes in mature thymic iNKT cell subsets, long lived in the thymus. Some transcripts were the converse, enriched in all or several peripheral tissues compared to the thymus, without subset restriction. These include *Art2* and *P2rx7*, previously reported to be increased in total populations of peripheral iNKT cells^22^, which make cells sensitive to NAD-induced cell death and *Osgin1*, identified as a growth inhibitory protein in other contexts^23^. 

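*P2rx7* and *Art2a-ps* were lower in thymic iNKT cells than in the mean of the spleen and lung subsets. *P2rx7* encodes an ATP-gated channel, and *Art2a-ps* belongs to the ART2 ADP-ribosyltransferase family. *P2rx7* lies on chromosome 5 of GRCm38 (mm10) from 122643911 to 122691432. In NKT1 cells it rose from 1.59 CPM (range 0 to 4.23, n = 3) in thymus to 156 ± 49.6 (mean ± SD, n = 5) in spleen, 139.5 ± 26.2 (n = 3) in liver and 60.6 ± 25.7 (n = 3) in lung. NKT2 cells went from 14.9 ± 9.77 (n = 3) in thymus to 91.0 ± 26.0 (n = 5) in spleen. NKT17 cells went from 2.77 ± 2.93 (n = 4) to 51.9 ± 14.4 (n = 5). The log2 fold change of *P2rx7* in thymus against spleen and lung was -4.01 (SE 0.45, adjusted p = 5.24e-08 from edgeR). *Art2a-ps*, annotated as a polymorphic pseudogene on chromosome 7 from 101552453 to 101560865, had 0.554 ± 0.703 CPM (n = 3) in thymic NKT1 cells and 60.2 ± 40.9 (n = 5) in spleen NKT1 cells. It stayed at 1.72 ± 0.211 (n = 5) in spleen NKT17 cells. It was lower in thymus by -4.35 (SE 0.57, adjusted p = 3.47e-07 from edgeR), and its reads may be shared with its paralog *Art2b*. *Osgin1*, on chromosome 8 from 119434124 to 119446256, was at 2.44 ± 2.47 CPM (n = 3) in thymic and 30.1 ± 16.4 (n = 5) in spleen NKT2 cells. NKT1 cells had 4.32 ± 3.19 (n = 3) and 15.3 ± 7.54 (n = 5) in the same tissues. Its difference, -2.39 (SE 0.54, adjusted p = 0.00316 from edgeR), shrank to -1.33 (adjusted p = 0.376) in the Exp libraries alone.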

The expression of these genes might reflect the need for brakes on the expansion and function of potentially autoreactive iNKT cells^24^. Also enriched in all sites in peripheral iNKT cells were *Tspan13*, and *Klf3*, whose expression was increased in memory CD8^+^ T cells^25^.

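*Klf3*, a Krüppel-like factor gene, *Tspan13*, a tetraspanin gene, and *S1pr1*, the receptor gene for egress from the thymus, were higher in the mean of the spleen and lung subsets than in that of the thymic subsets. *Klf3* lies on chromosome 5 of GRCm38 (mm10) from 64803388 to 64832901. It was at 22.3 ± 9.49 (mean ± SD, n = 3), 3.98 ± 2.86 (n = 3) and 3.55 ± 2.59 (n = 4) CPM in thymic NKT1, NKT2 and NKT17 cells. The spleen subsets had 83.1 ± 33.9 (n = 5), 38.6 ± 11.3 (n = 5) and 47.6 ± 12.2 (n = 5). The log2 fold change of thymus against spleen and lung was -3.33 (SE 0.36, adjusted p = 2.91e-08 from edgeR). *Tspan13* (chromosome 12, 36014557 to 36042500) was at 31.9 ± 6.11 (n = 3), 72.1 ± 2.94 (n = 3) and 34.0 ± 4.29 (n = 4) CPM in the thymic subsets. In spleen it was at 140.1 ± 22.3 (n = 5), 169.6 ± 30.4 (n = 5) and 186 ± 23.0 (n = 5) (log2 fold change -1.86, SE 0.14, adjusted p = 8.83e-12 from edgeR). *S1pr1* (chromosome 3, 115710433 to 115715072) was lower in thymus by -2.18 (SE 0.14, adjusted p = 1.23e-13 from edgeR). It was at 27.1 ± 6.24 CPM (n = 3) in thymic NKT1 cells, 83.6 ± 18.3 (n = 5) in spleen and 456 ± 129 (n = 3) in lung NKT1 cells. Thymus against spleen did not pass for *S1pr1* in NKT2 cells alone (-0.80, SE 0.24, adjusted p = 0.304 from edgeR) or for *Klf3* in NKT1 cells alone (-1.89, SE 0.61, adjusted p = 0.131). *Dtx1*, a regulator of Notch signalling on chromosome 5 from 120680202 to 120711927, was lower in thymus by -3.76 (SE 0.37, adjusted p = 3.59e-09 from edgeR). It was at 1.54 ± 1.25 CPM (n = 3) in thymic and 114 ± 51.8 (n = 5) in spleen NKT2 cells. The transcript *1700056E22Rik* leaned the same way at low counts but did not pass the test (-2.13, SE 0.78, adjusted p = 0.0909 from edgeR). It passed with DESeq2 (adjusted p = 0.00444), with every library as its own replicate (0.0195 from edgeR) and without thymic NKT1 replicate 3 (0.0313).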

### Identification of a gene expression signature in lung

Although the iNKT cell subset is a predominant factor driving genomic differences, lung iNKT cells shared common features that distinguished them from their counterparts in the other locations. This was revealed by PC2 of the RNA-seq data (Fig. 2d), or PC3 analysis of the ATAC-seq data (Fig. 3a). 

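In lung iNKT cells immediate-early genes, with *Dusp1*, *Rgs2* and *Vps37b*, were higher than in thymus and spleen, and *Irgm1* and *Igtp* were lower. Between the mean of the 3 lung groups and the mean of the 6 thymus and spleen groups, 966 genes differed, 771 higher and 195 lower in lung (edgeR, adjusted p under 0.05 and at least 2-fold). The IsEn12 libraries alone gave 468 and the Exp libraries 729. By the paper's rule of at least 2-fold and an unadjusted p of 0.1 or less in all 7 comparisons of lung with thymus, spleen and liver, 146 genes were higher in lung in every subset. With the IsEn12 libraries alone there were 64 and with the Exp libraries 137. Of 18 immediate-early genes that tissue dissociation also induces, a list set before the data were examined, all 18 were higher in lung (median log2 fold change 2.36, camera adjusted p = 2e-34, 1.6e-07 with an estimated correlation). Of 24 genes of resident memory T cells, 15 were higher and 1 lower, but of 15 genes that resident cells lose, 6 were higher too and none lower (median 0.87). *Dusp1*, a phosphatase that ends MAP kinase signalling (chromosome 17, 26505590 to 26562128), was at 2428 ± 787 (mean ± SD, n = 3), 1339 ± 193 (n = 3) and 1809.9 ± 454 (n = 4) CPM in lung NKT1, NKT2 and NKT17 cells. The spleen subsets had 74.2 ± 24.0 (n = 5), 32.7 ± 24.8 (n = 5) and 25.6 ± 13.6 (n = 5), a log2 fold change of 5.51 (SE 0.23, adjusted p = 1.53e-19 from edgeR). *Rgs2* and *Vps37b* rose by 4.30 (SE 0.31, adjusted p = 7.05e-13 from edgeR) and 4.57 (SE 0.22, adjusted p = 2.25e-18). *Irgm1*, an interferon-induced GTPase (chromosome 11, 48861968 to 48871683), fell in all 3 subsets. In lung NKT17 cells it was at 45.4 ± 12.1 CPM (n = 4), from 220.2 ± 39.7 (n = 5) in spleen (log2 fold change over the subsets -1.48, SE 0.14, adjusted p = 3.43e-10 from edgeR). *Igtp* changed by -0.70 (SE 0.11, adjusted p = 9.15e-06 from edgeR). The lung difference itself varied between subsets for 20 genes at an adjusted p under 0.05 (edgeR interaction test), 91 with the shared sorts as a replicate block and 32 without lung NKT1 replicate 1. Of these, *S1pr1* and *Nfkbia* were chosen after their values were seen. *S1pr1* rose most in NKT1 cells (3.26, against 1.94 in NKT2 and 1.28 in NKT17, adjusted p = 0.00111 from edgeR), and *Nfkbia* rose most in NKT17 cells (2.69, against 1.38 and 1.77, adjusted p = 0.0118). Marker genes of other lung cells moved in the same direction: 3 of 5 epithelial genes (median 7.58, camera adjusted p = 0.0019, 0.051 with an estimated correlation) and 4 of 6 endothelial genes (median 6.08, camera adjusted p = 0.00065, 0.051 with an estimated correlation) were higher in lung. Only list members left after the low-count filter were tested, and lung libraries alone can carry a gene past it, which favors a rise. *Scgb1a1*, *Sftpb* and *Cdh5* are among the 146. These are only the members of the 2 short lists. The 146 also hold *Cav1*, *Tmem100*, *Sparcl1*, *Thbd* and *Mgp*, which are on no list here and are named after their values were seen. How many of the 146 reflect RNA of other lung cells was not tested.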

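Among the principal components of the pooled libraries, an axis followed tissue. With the 1000 most variable genes, this was the third component of the 58 libraries, which held 9.43% of the variance and of whose spread tissue accounted for 88.4%, while the second component followed subset. With all genes, the second component held 8.66% of the variance. Tissue accounted for 66.9% of its spread and library set for 23.4%. These shares do not say which tissue lay apart.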

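AP-1 and ATF family genes, several regulators of NF-κB, and the genes for CTLA-4, CD69 and Nur77 were higher in lung iNKT cells than in those of thymus and spleen. Of 27 AP-1 and ATF genes, 14 were higher in lung and none lower at an adjusted p under 0.05 from edgeR (14 higher when adjusted over the list alone; median log2 fold change 1.10, camera adjusted p = 5.1e-13, 5.5e-06 with an estimated correlation). Of 18 genes of the NF-κB family and its regulators, 7 were higher and none lower (median 0.34, camera adjusted p = 1.2e-06, 0.013 with an estimated correlation). *Nr4a1*, which encodes Nur77 (chromosome 15 of GRCm38, 101254269 to 101274795), was at 831 ± 586 (mean ± SD, n = 3), 918 ± 285 (n = 3) and 1839 ± 498 (n = 4) CPM in lung NKT1, NKT2 and NKT17 cells. In spleen it was at 17.6 ± 24.5 (n = 5), 39.6 ± 16.5 (n = 5) and 13.6 ± 9.48 (n = 5). Over the subsets its log2 fold change was 5.76 (SE 0.38, adjusted p = 7e-14 from edgeR). *Fos* (chromosome 12, 85473890 to 85477273) rose by 8.70 (SE 0.56, adjusted p = 5.63e-14 from edgeR). In NKT1 cells it went from 0.988 ± 1.16 CPM (n = 5) in spleen to 374 ± 203 (n = 3) in lung, and in NKT17 cells from 3.20 ± 1.01 (n = 5) to 1049 ± 361 (n = 4). *Junb* rose by 3.93 (SE 0.18, adjusted p = 1.04e-18 from edgeR), *Fosl2* by 6.59 (SE 0.58, adjusted p = 1.34e-10) and *Crem* by 5.06 (SE 0.36, adjusted p = 4.17e-13). In the NF-κB family, the 7 genes that rose included *Rel* (2.3, SE 0.46, adjusted p = 0.000372 from edgeR). Among them were also the regulators *Nfkbia* (1.95, SE 0.09, adjusted p = 2.25e-18 from edgeR), *Nfkbiz* (2.93, SE 0.20, adjusted p = 6.26e-14) and *Tnfaip3* (4.75, SE 0.21, adjusted p = 4.69e-19). *Nfkb1* (0.31, SE 0.19, adjusted p = 0.321 from edgeR) and *Rela* (-0.30, SE 0.18, adjusted p = 0.303) did not pass. Without lung NKT1 replicate 1 *Rela* passed (-0.60, adjusted p = 0.00807 from edgeR). *Ctla4* (chromosome 1, 60887000 to 60915832) was at 114 ± 30.7 (n = 3), 80.6 ± 70.0 (n = 3) and 205 ± 11.8 (n = 4) CPM in lung NKT1, NKT2 and NKT17 cells. In spleen it was at 3.26 ± 3.08 (n = 5), 3.78 ± 5.19 (n = 5) and 0.996 ± 1.66 (n = 5) (log2 fold change over the subsets 7.16, SE 0.78, adjusted p = 1.08e-08 from edgeR). *Cd69* (chromosome 6, 129267325 to 129275436) rose by 2.64 (SE 0.33, adjusted p = 1.73e-07 from edgeR; 1.67, adjusted p = 0.0647, in the IsEn12 libraries alone). It was at 829 ± 526 CPM (n = 3) in lung NKT1, 83.6 ± 87.9 (n = 3) in lung NKT2 and 340.0 ± 98.8 (n = 4) in lung NKT17 cells. In NKT2 cells by themselves, lung against spleen did not pass for *Ctla4* (4.39, SE 1.34, adjusted p = 0.0892 from edgeR) or for *Cd69* (1.03, SE 0.65, adjusted p = 0.637). *Ctla4* passed there in the Exp libraries alone (0.000124 from edgeR) and with every library as its own replicate (0.00385). The *Cd69* difference turned to -0.36 without lung NKT2 replicate 2 and to -0.89 in the IsEn12 libraries, which hold 1 replicate of lung NKT2 cells. Neither value passed the test. The paper proposes tissue residency or increased activation of lung iNKT cells.

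**Figure D1:**
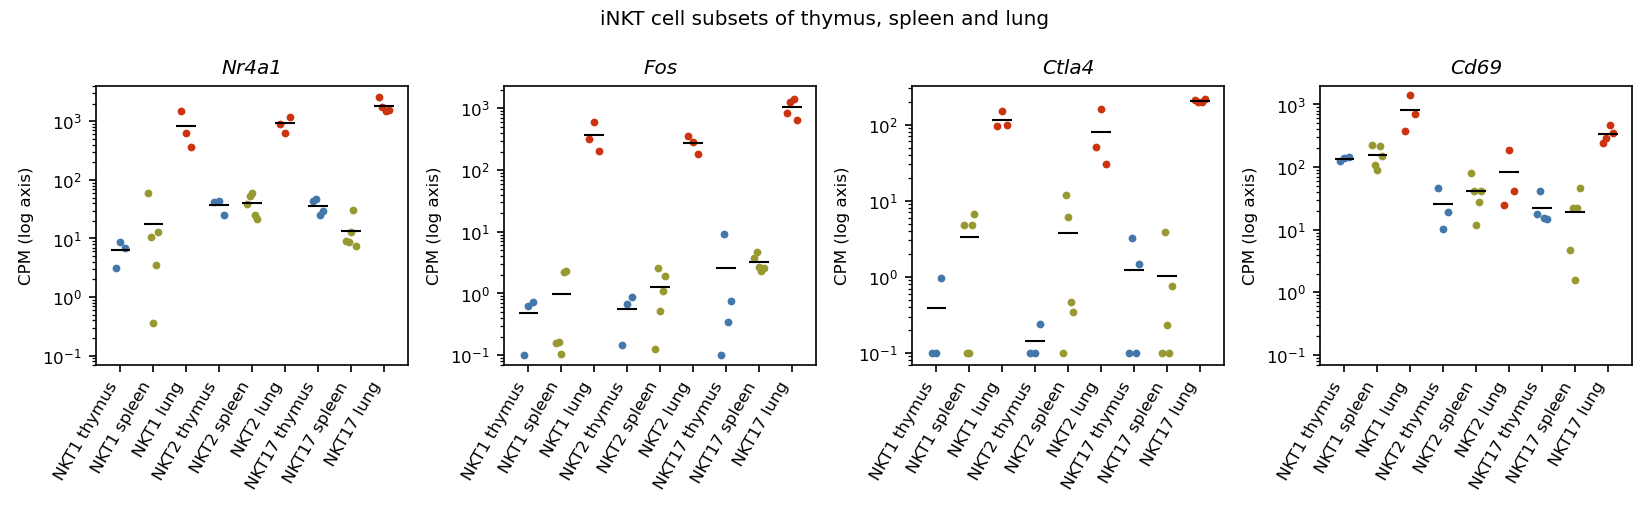
CPM (log axis) of *Nr4a1*, *Fos*, *Ctla4* and *Cd69* in NKT1, NKT2 and NKT17 cells of thymus, spleen and lung; points are replicates, bars are means, and values under 0.1 are drawn at 0.1. *Nr4a1* averaged 831 in lung NKT1 and 17.6 in spleen NKT1 cells, and *Cd69* in lung NKT2 cells spans 25.0 to 185.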

Transcripts encoding AP-1 and other bZIP family members, as well as some members of the NF-κB family were enriched in all lung iNKT cell subsets, as were transcripts encoding CTLA-4, CD69, and *Nr4a1* encoding Nur77 (Fig. 3b and Supplementary Fig. 3). Furthermore, regions more accessible in lung iNKT cells were enriched for bZIP motifs, which are associated with the transcription factors Ap1 and Atf, as well as RHD motifs, which can include NF-κB-p65-binding sites (Fig. 3c). Together these data are consistent with tissue-residency or increased activation of lung iNKT cells, and indeed, we found a subpopulation of lung iNKT cells that expressed CTLA-4 by flow cytometry (Fig. 3d). 

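Lung NKT1 cells were sorted from 8 individual mice (A to H) and lung NKT17 cells from 7 of them (A to F and H), and RNA of each was sequenced as its own library. The files hold raw read counts per gene made as for the pooled cells. Library totals ran from 12195202 to 17964407 counts (median 15984078). By the sample labels, mice A to D were sorted on one date and mice E to H on another. No spleen cells of these mice were sequenced, so the 15 lung libraries were set against the spleen NKT1 and NKT17 pools, 5 replicates each, in one edgeR fit of 4 groups with TMM library sizes. Individual animals and pools, and 2 sequencing sets, therefore differ along with the tissue.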

To ascertain that the signature in lung iNKT cells could not be attributed to infection or inflammation in a single mouse, we sorted iNKT cell subsets from individual mice obtained only one week earlier from a commercial supplier and performed RNA-seq. We found a similar lung gene expression signature in each individual (Supplementary Fig. 3).

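Each of the 15 lung libraries from individual mice expressed the lung signature above every spleen pool. The mean log2 CPM of the 144 signature genes tested here, of 146, was 6.05 ± 0.298 (mean ± SD, n = 8, range 5.66 to 6.39) in individual lung NKT1 libraries and 2.50 ± 0.146 (n = 5, range 2.37 to 2.72) in spleen NKT1 pools (two-sided exact permutation test, p = 0.000777). In NKT17 cells it was 6.42 (n = 7, range 5.95 to 7.57) in lung and 2.54 ± 0.0847 (n = 5, range 2.44 to 2.67) in spleen (two-sided exact permutation test, p = 0.00126). Without the immediate-early and heat-shock genes the differences were 3.45 in NKT1 and 3.73 in NKT17 cells, against 3.54 and 3.88 with them. The signature was selected against these same spleen pools among others, which alone favors low spleen scores. With 137 genes selected in the Exp libraries alone and the IsEn12 spleen pools, which had no part in that selection, the differences were 3.72 (two-sided exact permutation test, p = 0.00606) and 4.13 (p = 0.00833). Every individual lung library again lay above every spleen pool. This alternative was added after seeing the data. Of 144 signature genes tested, 112 were higher and 1 lower in individual NKT1 libraries, and 126 were higher and none lower in individual NKT17 libraries, at an adjusted p under 0.05 from edgeR. *Nr4a1* was at 1239 ± 125 CPM (n = 8) in individual lung NKT1 and 2173 ± 582 (n = 7) in individual lung NKT17 cells. The log2 fold changes over the spleen pools were 6.09 (SE 0.77, adjusted p = 6.98e-06 from edgeR) and 7.33 (SE 0.82, adjusted p = 8.16e-07). *Fos* was at 478 ± 128 (n = 8) and 1439 ± 287 (n = 7) CPM and rose by 9.13 (SE 0.61, adjusted p = 1.24e-11 from edgeR) and 8.77 (SE 0.59, adjusted p = 1.03e-11). *Dusp1* rose by 5.26 (SE 0.28, adjusted p = 1.27e-13 from edgeR) and 6.30 (SE 0.30, adjusted p = 8.01e-15). *Id2*, an inhibitor of E proteins (chromosome 12, 25093799 to 25097140), fell from 5041 ± 2113 CPM (n = 5) in spleen NKT1 pools to 735 ± 149 (n = 8) in lung NKT1 libraries. Its log2 fold change was -2.78 (SE 0.20, adjusted p = 5.39e-11 from edgeR) in NKT1 and -2.15 (SE 0.21, adjusted p = 1.14e-08) in NKT17 cells. In all, 964 genes differed from spleen in NKT1 cells (648 higher, 316 lower) and 657 in NKT17 cells (495 higher, 162 lower) at an adjusted p under 0.05 and at least 2-fold. Leaving out spleen NKT1 replicate 4 or 5 lowered the first to 526 or 549. Leaving out spleen NKT17 replicate 4 or 5 lowered the second to 437 or 435. The endothelial gene *Cdh5* was present as well, at 10.8 ± 13.0 CPM (n = 8) and 82.3 ± 141 (n = 7) in lung NKT1 and NKT17 libraries. From the signature in each mouse, the paper reasons that infection or inflammation of a single animal does not account for it.

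**Figure D2:**
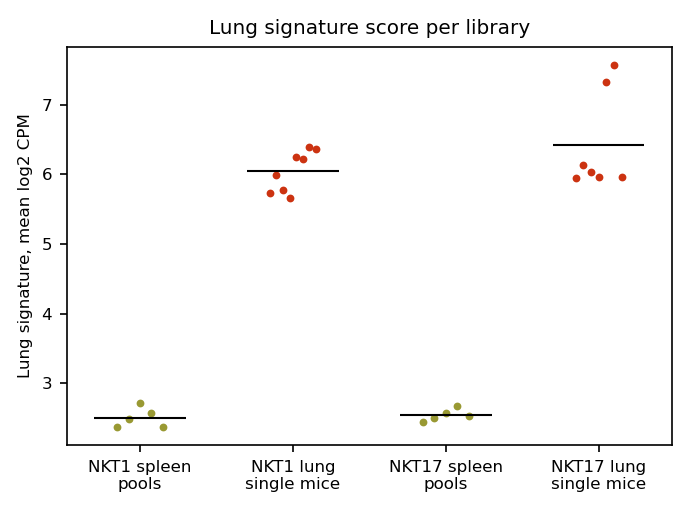
Mean log2 CPM of 144 lung signature genes in libraries of individual lung NKT1 and NKT17 cells and in the spleen pools of both subsets; each point is a library or replicate and bars are means. The lowest lung value is 5.66 and the highest spleen value 2.72.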

**Fig. 3:**
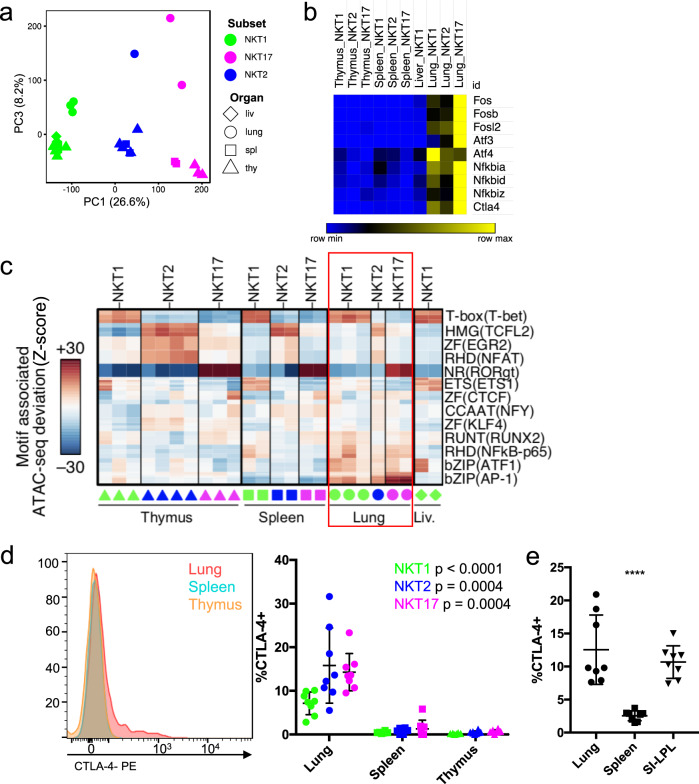
Lung-specific transcriptome and epigenome. **a** PC1 by PC3 display of ATAC-seq data showing the distribution of iNKT cell subsets from different tissues. Liver = liv. **b** Heat map of relative RNA expression of selected AP-1 and ATF family genes in iNKT subsets from the indicated sites. **c** chromVAR computed deviation in ATAC-seq signal (Z-score) at regions containing indicated transcription factor motifs. Motifs with a *p* value less than 1e-25 are shown and families and representative members are labeled. Samples are indicated at the bottom, iNKT cell subsets from the lung are boxed to highlight lung-enriched motifs. **d** Total CTLA-4 expression in permeabilized iNKT cells from the indicated tissues. Representative cytogram of total iNKT cells (left) and percent CTLA-4^+^ cells within each subset from the different organs (right). Symbols depict individual mice, bars depict mean and SD. Data are combined from five experiments, *n* = 8 mice, statistical significance (*p* < 0.001 for NKT1 and *p* = 0.0004 for NKT2 and NKT17) assessed via Kruskal–Wallis tests. **e** CTLA-4 expression in permeabilized total iNKT cells from indicated tissues. Symbols depict individual mice, bars depict mean and SD, *n* = 8 mice from two independent experiments. Statistical significance (*p* < 0.0001) assessed via one-way ANOVA.

Cells within the lung are exposed to a diverse environment of environmental and microbial antigens, as well as differences in oxygen. We next asked if iNKT cells from another antigen-rich site, the small intestine, displayed a similar increase in CTLA-4 expression. We found that total iNKT cells from the small intestinal lamina propria (SI-LPL) expressed CTLA-4 similarly to lung iNKT cells, whereas splenic iNKT cells did not (Fig. 3e). These data suggest antigen-rich environments may imprint aspects of what we are calling the lung activation signature in different sites.

Other innate or innate-like lymphocyte populations are found in the lung, including γδ T cells, MAIT cells, ILC, and NK cells, as well as mainstream resident lymphocytes and some circulating cells. We tested if the lung activation signature of iNKT cells extended to several other lung populations. Therefore, we performed ATAC-seq and RNA-seq analyses on sorted γδ T cells, NK cells, as well as naive CD4^+^ T cells from the lung and spleen. 

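RNA of iNKT cells, γδ T cells, NK cells and CD4+ T cells sorted from lung and from spleen of individual mice was sequenced. The deposited raw counts cover 27 libraries. Lung and spleen each gave 3 libraries of iNKT cells, 3 of γδ T cells and 4 of NK cells, and CD4+ T cells gave 3 from lung and 4 from spleen. The totals ran from 7999627 to 21153114 counts (median 11589836). The letters in the labels name the mouse, and 2 of the spleen NK libraries, replicates 3 and 4, share the letter H. The n of 4 for spleen NK cells therefore counts libraries. Summing these 2 left the NK total within 1.5 times, and all 27 values of named genes kept their call. All 8 groups were fitted together with edgeR's quasi-likelihood test, with the mouse as a block in an alternative fit. Lung CD4+ T cell replicate 1 detected 5326 genes, lung iNKT cell replicate 3 detected 6953 and lung NK cell replicate 1 detected 7997, where the 27 libraries had a median of 9489. On counts simulated with the fitted spread of these 8 groups, 1.22% to 3.02% of 4-fold differences passed the test.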

Lung γδ T cells and NK cells displayed the lung signature based on increased chromatin accessibility in regions enriched for bZIP and RHD motifs (Fig. 4a), with γδ T cells having accessibility in regions enriched for nuclear receptor motifs, which can include RORγt-binding sites, while NK cells were enriched for T-box motifs. Lung CD4^+^ T cells had a different pattern from the other cell types, but with some increased signal at regions containing bZIP (ATF) and RHD (NF-κB-p65) motifs (Fig. 4a). 

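*Junb*, *Vps37b* and *Nr4a1* were higher in lung than in spleen in iNKT cells, γδ T cells, NK cells and CD4+ T cells. Principal components of the 27 libraries over the 1000 most variable genes separated cell types first and tissues second. The first component held 16.1% of the variance, with 85.8% of its spread between cell types, and the second held 10.2%, with 79.6% of its spread between lung and spleen. With all genes, cell types accounted for 9.60% and tissues for 16.5% of the spread along the first component, and for 61.4% and 15.9% along the second. By edgeR, 31 genes differed between lung and spleen in iNKT cells (23 higher, 8 lower in lung), 29 in γδ T cells (24 and 5), 54 in NK cells (43 and 11) and 23 in CD4+ T cells (20 and 3), at an adjusted p under 0.05 and at least 2-fold. DESeq2 called 716, 828, 764 and 1077. *Junb*, a component of AP-1 on chromosome 8 of GRCm38 (mm10) from 84974484 to 84978718, was at 2587 ± 53.0 CPM (mean ± SD, n = 3) in lung and 222 ± 56.9 (n = 3) in spleen iNKT cells. Lung and spleen levels were 4659.8 ± 1601 (n = 3) and 155 ± 69.6 (n = 3) in γδ T cells, 2953 ± 670.4 (n = 4) and 177 ± 94.1 (n = 4) in NK cells, and 2233 ± 394 (n = 3) and 182 ± 78.8 (n = 4) in CD4+ T cells. Its log2 fold changes were 3.54 (SE 0.42, adjusted p = 5.61e-05 from edgeR) and 4.91 (SE 0.45, adjusted p = 2.43e-07) in iNKT and γδ T cells. In NK and CD4+ T cells they were 4.06 (SE 0.37, adjusted p = 2.73e-07 from edgeR) and 3.62 (SE 0.37, adjusted p = 1.94e-06). *Vps37b*, a gene of endosomal sorting, rose by 4.05 (SE 0.52, adjusted p = 0.000137 from edgeR) in iNKT, 4.52 (SE 0.53, adjusted p = 1.28e-05) in γδ T, 4.50 (SE 0.46, adjusted p = 1.24e-06) in NK and 4.79 (SE 0.48, adjusted p = 1.71e-06) in CD4+ T cells. *Ltb*, the lymphotoxin β gene (chromosome 17, 35194439 to 35196320), fell in lung iNKT cells by -1.75 (SE 0.24, adjusted p = 0.000185 from edgeR), and the kinase gene *Lck* fell in lung γδ T cells by -2.42 (SE 0.34, adjusted p = 0.000233). Leaving out single libraries moved the totals to 18 or 19 in iNKT cells (without spleen replicate 2 or 3) and to 19 or 18 in γδ T cells (without spleen replicate 1 or 3). In CD4+ T cells it moved them to 35 (without lung replicate 2 or 3) or 14 (without spleen replicate 3). The lung difference itself varied between cell types for 5 genes (edgeR interaction test, adjusted p under 0.05; *Cd3d*, *Hmgn2*, *Mmrn1*, *Serpina3g* and *Ms4a6b*, named after their values were seen) and 62 with DESeq2. With edgeR it was 8, 9, 0 and 8 without lung CD4+ T replicate 2, γδ T replicate 2, NK replicate 2 and NK replicate 3.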

PCA analysis of the RNA-seq data, which included total iNKT cells from the spleen or lung, showed separation of each lung cell type, including CD4^+^ T cells, from the corresponding cell type in the spleen (Fig. 4b). 

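Most of the genes that marked lung iNKT cells leaned higher in lung γδ T cells and lung NK cells too, though few passed the test one by one. Of 140 genes of the lung signature tested here, 132 leaned higher in lung γδ T cells (median log2 fold change 2.92) and 133 in lung NK cells (median 2.59), as did 135 in total lung iNKT cells (median 2.81). At an adjusted p under 0.05 over all genes tested by edgeR, 12 were higher in γδ T cells, 21 in NK cells and 11 in iNKT cells, and none was lower. When adjusted over the list alone, the counts were 62, 65 and 49. *Nr4a1* was at 1987 ± 819 CPM (mean ± SD, n = 3) in lung and 68.4 ± 51.9 (n = 3) in spleen γδ T cells, a log2 fold change of 4.86 (SE 0.82, adjusted p = 0.00282 from edgeR). The call ended without spleen γδ T cell replicate 1 (adjusted p = 0.0564 from edgeR) or 3 (0.0536). In NK cells it was at 1757 ± 417 CPM (n = 4) in lung and 45.5 ± 29.4 (n = 4) in spleen (log2 fold change 5.27, SE 0.72, adjusted p = 0.000179 from edgeR). In iNKT cells it was at 1625 ± 409.7 (n = 3) and 19.7 ± 11.5 (n = 3) (6.37, SE 0.88, adjusted p = 0.000238 from edgeR). The 12 genes lower in the lung of every pooled iNKT subset had medians of -1.53 in iNKT, -1.0 in γδ T and -1.20 in NK cells, and none of them passed the test by itself.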

Further, we found increased expression of the iNKT cell lung signature genes, listed in Supplementary Fig. 3, in lung γδ T cells, and NK cells compared to the corresponding splenic populations (Fig. 4c). The transcriptome of lung CD4^+^ T cells was more divergent, but still had some features in common with the lung-resident innate or innate-like lymphocyte populations (Fig. 4c). This is illustrated in Fig. 4d, which shows that expression of *Fosl2, Bhlhe40*, and *Tnfaip3* was higher in all cell types from the lung. 

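Lung CD4+ T cells shared the direction of most lung signature genes: 116 of the 140 leaned higher in lung, with a median log2 fold change of 1.78. At an adjusted p under 0.05, 10 were higher and none lower by edgeR, 30 when adjusted over the list alone. *Nr4a1* was at 874 ± 266 CPM (mean ± SD, n = 3) in lung and 81.0 ± 53.6 (n = 4) in spleen CD4+ T cells, a log2 fold change of 3.43 (SE 0.68, adjusted p = 0.0219 from edgeR). That edgeR call ended without the low-count filter (adjusted p = 0.0535), without the libraries that detect fewer than 8000 genes (0.0597, chosen after seeing the data), and without lung replicate 2 (0.0509) or spleen replicate 3 (0.0814) or 4 (0.0558). *Ltb* fell in lung CD4+ T cells, from 1789 ± 248 CPM (n = 4) in spleen to 767 ± 64.1 (n = 3), a log2 fold change of -1.22 (SE 0.22, adjusted p = 0.00831 from edgeR, 0.0784 without lung replicate 2). Of 18 immediate-early genes, 6 were higher in lung CD4+ T cells, against 7 in iNKT, 8 in γδ T and 11 in NK cells (12, 16, 15 and 17 when adjusted over the list alone).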

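*Fosl2*, an AP-1 gene, *Bhlhe40*, a helix-loop-helix repressor gene, and *Tnfaip3*, which encodes the NF-κB inhibitor A20, had higher means in lung than in spleen in all 4 cell types. *Fosl2* lies on chromosome 5 of GRCm38 (mm10) from 32135801 to 32157842. It was at 839.5 ± 62.6 CPM (mean ± SD, n = 3) in lung and 17.6 ± 6.83 (n = 3) in spleen iNKT cells, and at 1258 ± 285 (n = 3) and 59.8 ± 74.2 (n = 3) in γδ T cells. Lung and spleen NK cells had 903 ± 51.7 (n = 4) and 15.0 ± 5.99 (n = 4), and CD4+ T cells 191 ± 104 (n = 3) and 0.719 ± 1.40 (n = 4). Its log2 fold change passed in iNKT (5.57, SE 1.10, adjusted p = 0.0141 from edgeR), NK (5.91, SE 0.97, adjusted p = 0.00125) and CD4+ T cells (8.01, SE 1.09, adjusted p = 0.000303). In iNKT cells the call ended without spleen replicate 1 (adjusted p = 0.177 from edgeR), 2 (0.155) or 3 (0.111). In γδ T cells *Fosl2* did not pass (4.39, SE 1.04, adjusted p = 0.0731 from edgeR), but did with the mouse as a block (0.0294), without spleen replicate 1 (0.0266) and with DESeq2 (1.97e-05). *Tnfaip3* (chromosome 10, 19000910 to 19015657) was at 845 ± 368 (n = 3) and 48.8 ± 58.9 (n = 3) CPM in lung and spleen iNKT cells and at 1143 ± 169.9 (n = 3) and 41.9 ± 44.3 (n = 3) in γδ T cells. It was at 1015 ± 257 (n = 4) and 55.8 ± 72.4 (n = 4) in NK cells and at 771 ± 211 (n = 3) and 16.0 ± 9.24 (n = 4) in CD4+ T cells. Only the CD4+ T cell difference passed with edgeR (5.59, SE 1.20, adjusted p = 0.0471). It ended without the low-count filter (adjusted p = 0.0947 from edgeR), without the libraries under 8000 genes (0.0972, chosen after seeing the data) and when any 1 of its 7 libraries was left out (0.0655 to 0.205). With DESeq2, *Tnfaip3* passed in iNKT (adjusted p = 0.00592), γδ T (0.00084) and NK cells (0.000439). For these edgeR gave 4.11 (SE 1.26, adjusted p = 0.360), 4.77 (SE 1.30, adjusted p = 0.180) and 4.19 (SE 1.10, adjusted p = 0.118, 0.0244 without spleen NK replicate 4). *Bhlhe40* (chromosome 6, 108660629 to 108666925) was at 306 ± 152 (n = 3) and 117 ± 38.5 (n = 3) CPM in lung and spleen iNKT cells and at 393 ± 132 (n = 3) and 50.0 ± 40.8 (n = 3) in γδ T cells. It was at 634 ± 176 (n = 4) and 156 ± 62.0 (n = 4) in NK cells and at 285 ± 294 (n = 3) and 37.0 ± 49.6 (n = 4) in CD4+ T cells. None of its differences passed with edgeR (adjusted p = 0.530 to 1.00) or DESeq2 (0.238 to 0.935).

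**Figure D3:**
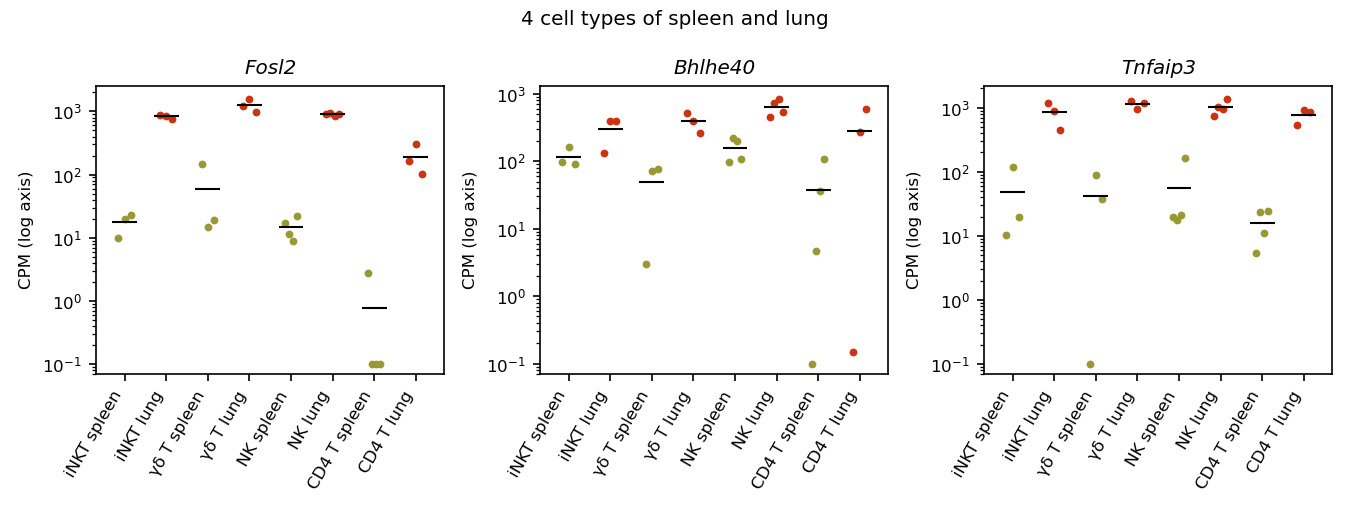
CPM (log axis) of *Fosl2*, *Bhlhe40* and *Tnfaip3* in iNKT, γδ T, NK and CD4+ T cells of lung and spleen; points are libraries of individual mice, bars are means, and values under 0.1 are drawn at 0.1. *Fosl2* in NK cells spans 832 to 954 in lung and 9.02 to 22.4 in spleen, and *Bhlhe40* in lung CD4+ T cells spans 0.146 to 587.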

Gene set enrichment analysis (GSEA)^26^ pre-ranked analysis comparing each cell type from the lung versus spleen using the iNKT cell lung signature further demonstrated the strong enrichment of the lung signature in each cell type (Fig. 4e).

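The lung signature found in pooled iNKT subsets gathered at the lung end of the ranked genes in every cell type. With genes ranked by the signed log p of lung against spleen, the normalized enrichment score was 3.03 in total iNKT cells, 2.79 in γδ T cells, 2.68 in NK cells and 3.07 in CD4+ T cells (fgsea, 10000 permutations of genes, adjusted p = 0.000267, 0.0002, 0.0002 and 0.0004). The leading edge held 101, 97, 105 and 81 of the 140 signature genes. Permuted genes are not independent replicates, so these p values do not cover the spread between mice. Without the immediate-early and heat-shock genes the scores were 2.97, 2.72, 2.63 and 2.97. Genes of the epithelial and endothelial lists were not dropped. For every cell type, lungs were dissociated in another way than spleens. A response to that step, or RNA of other lung cells, could place the signature at the lung end in each type. Neither was tested apart from the tissue. From this enrichment, the paper concludes that the lung signature is shared by lymphocytes of several types in the lung.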

**Fig. 4:**
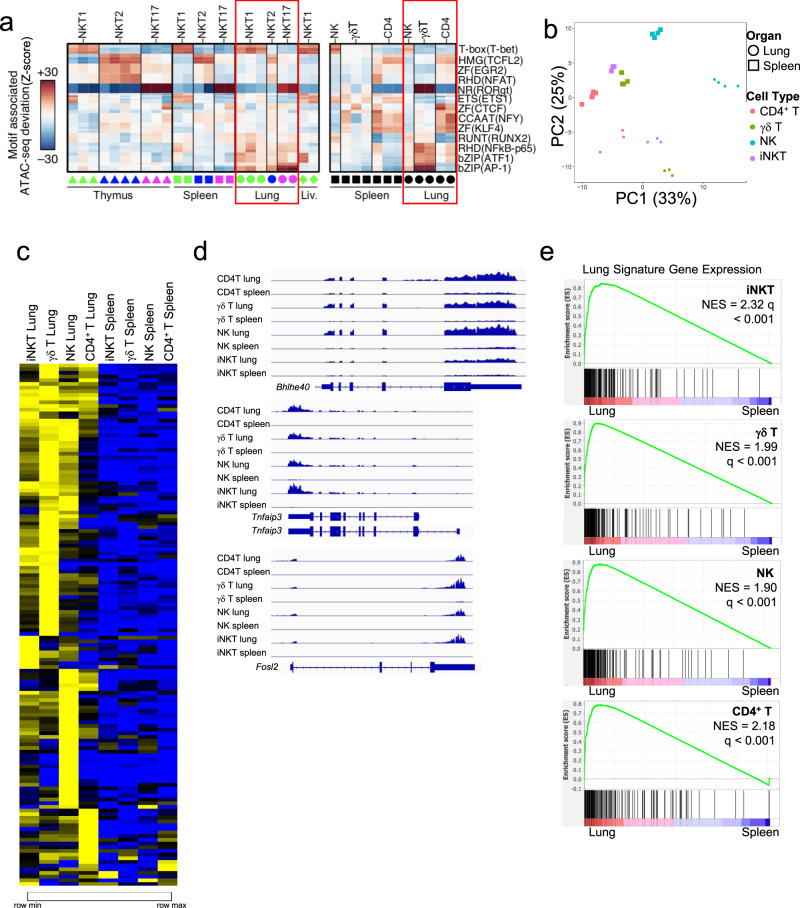
Lung signature extends to other lung populations. **a** chromVAR computed deviation in ATAC-seq signal (Z-score) at regions containing indicated transcription factor motifs between the indicated cell populations from spleen and lung. Motifs with a *p* value less than 1e-25 are shown and families and representative members are labeled. Tissue source of the samples indicated at the bottom of the diagram; columns indicate number of replicates. **b** PCA of RNA-seq data comparing lymphoid cell types isolated from lung and spleen. **c** Heat map depicting the lung gene signature from Supplementary Fig. 3 with normalized transcript levels from RNA-seq data from the indicated cell types from lung and spleen. **d** RNAseq read tracks in the *Bhlhe40*, *Tnfaip3*, and *Fosl2* loci in samples from lung and spleen from indicated cell types. **e** GSEA of pre-ranked comparisons of genes differentially expressed in lung iNKT cell subsets comparing each cell type within the lung to its counterpart in the spleen.

### Epigenomic and transcriptomic changes following antigen

A unifying hypothesis based on these data is that iNKT cell subsets are formed in the thymus and seed peripheral tissues with fixed functions and relatively minor impacts to their chromatin landscape and transcriptomic profiles, with the partial exception of those in the lung. To test this, we determined if these profiles remained after a strong antigenic challenge in total splenic iNKT cells, which are mostly NKT1 cells. To examine how the chromatin landscape and transcriptome of iNKT cells were altered in response to antigen, we injected mice with αGalCer and harvested the spleen 6 days later. It has been reported that following exposure to the potent glycolipid antigen α-galactosylceramide (αGalCer), some iNKT cells display a T follicular helper cell (T_FH_)-like phenotype, with increased expression of CXCR5, PD-1, and BCL6 (Supplementary Fig. 4a, b). These so-called NKT_FH_ cells produce IL-21, and localize to germinal centers^27^, and may play a role in early germinal center formation^28^, but their gene expression programs had not been elucidated. Putative NKT_FH_ (αGalCer-loaded CD1d tetramer^+^CXCR5^+^PD-1^+^) and the remaining population of iNKT cells from antigen-injected mice (CXCR5^−^PD-1^–^ or NKT non-FH) cells were sorted and analyzed by ATAC-seq and RNA-seq. Of note, antigen-experienced versions of the NKT1, NKT2, and NKT17 cells as described above were not identifiable 6 days following αGalCer challenge and therefore could not be analyzed separately. As shown in Fig. 5a, accessible regions of chromatin were exceptionally different comparing NKT_FH_ and the antigen-exposed non-FH cells, which we refer to as iNKT cell effectors (NKT_eff_). Chromatin accessibility regions in NKT_FH_ were also very different from the NKT1, NKT2, and NKT17 subsets in the spleen from uninjected mice, most different from NKT17 cells (Fig. 5a, left). There was increased chromatin accessibility in NKT_FH_ in the *Il21* locus and the *Pdcd1* locus encoding PD-1 in NKT_FH_ cells (Fig. 5b), reflecting a T_FH_ state. The accessible regions of chromatin within NKT_eff_ also greatly varied when compared to the iNKT cell subsets from unchallenged mice but were most similar to NKT1 cells (Fig. 5a, right). These data suggest that most of the splenic iNKT cells were exposed to the antigen, including those that did not become NKT_FH_.

**Fig. 5:**
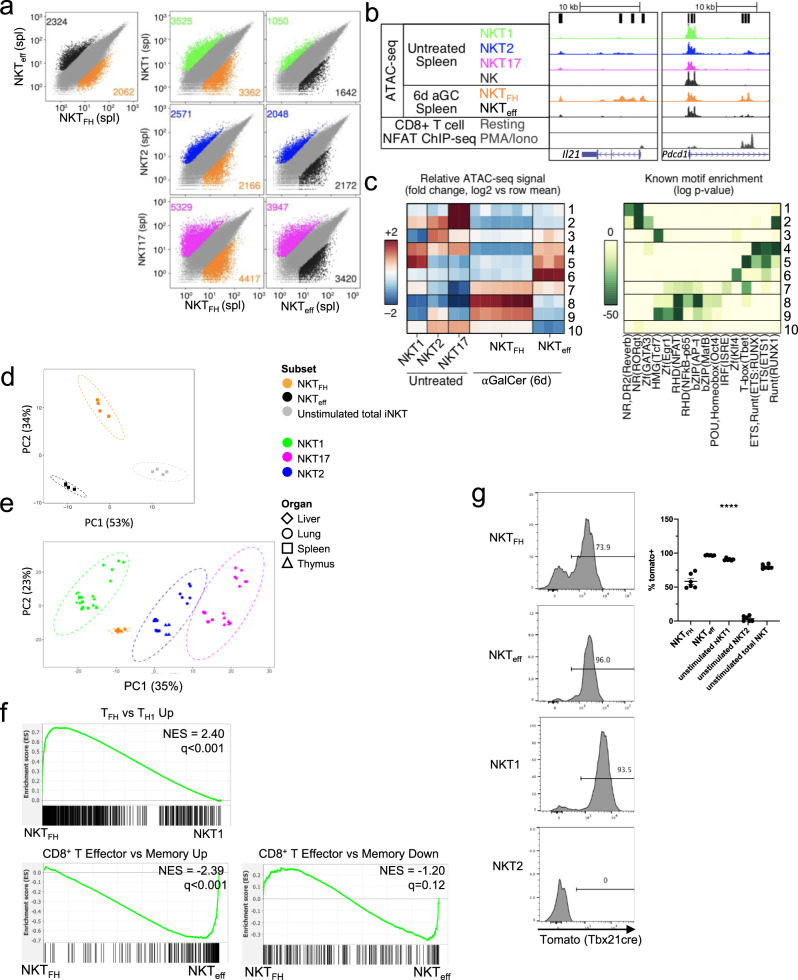
Antigenic experience shapes the transcriptome and chromatin landscape of iNKT cells. iNKT cells from αGalCer-injected mice either selected for PD-1 and CXCR5 expression indicating similarity to follicular helper (FH) T cells (NKT_FH_) or negative for both markers and similar to effectors (eff) (NKT_eff_) were sorted from the spleen of mice 6 days after injection (i.v.) with αGalCer. **a** Scatterplots of mean ATAC-seq counts per peak comparing antigen-experienced NKT_FH_ and NKT_eff_ (top left) or pairwise comparisons of differentially accessible regions of chromatin for each of the sorted populations from antigen exposed mice compared to the corresponding subsets from unimmunized mice. Data from unimmunized mice are the same as depicted in Fig. 2. Colors indicate differentially accessible regions defined by limma/voom (details in Methods). **b** ATAC-seq coverage (range of 0–600 for all samples) comparing the *Il21* and *Pdcd1* loci from unimmunized splenic iNKT cell subsets, splenic NK cells, and NKT_FH_ and NKT_eff_ from αGalCer-treated mice. NFAT ChIP-seq analysis of CD8^+^ splenic T cells with and without PMA/ionomycin stimulation included for comparison^62^. **c** Left, *k*-means clustering of relative ATAC-seq density (counts per million mapped reads/kb, log_2_ fold change from the mean) identifies ten groups of accessible regions that vary similarly (rows), two sets for splenic NKT1, two for splenic NKT2, two for splenic NKT17, six for NKT_FH_, and three for NKT_eff_. Columns indicate the number of replicates. Right, motifs enriched in clusters of accessible regions. All motifs with a HOMER log *p* value less than –15 and found in 10% or more regions in at least one cluster are shown. **d** PCA analysis of RNA-seq data comparing NKT_FH_ to NKT_eff_ from αGalCer-immunized mice, as well as to total iNKT cells from unimmunized mice. **e** PCA analyses of RNA-seq data comparing splenic NKT1, NKT2, or NKT17 samples to spleen NKT_FH_ cells. **f** Top: Plot of the distribution of genes upregulated in mainstream GC T_FH_ vs T_H_1 in a list of genes ranked by relative expression (directional *p* value) in NKT_FH_ vs splenic NKT1 cells using GSEA. Bottom (left and right): Plots of genes differentially regulated between CD8^+^ effector vs memory against a directional p-ranked file comparing αGalCer-stimulated NKT_FH_ vs NKT_eff_. Normalized Enrichment Scores (NES) and *q* values were determined by the pre-ranked GSEA algorithm. **g** Expression of reporter in T-bet fate-mapping mice by NKT_FH_ and NKT_eff_ cells 6 days post antigen exposure, and NKT1 and NKT2 cells and total iNKT cells from unstimulated mice; *n* = 6 mice per group, error bars depict SEM. Quantification on right, statistical significance (*p* < 0.0001) assessed via Kruskal–Wallis test.

We partitioned all differentially accessible regions between NKT_FH_ and NKT_eff_ cells and splenic iNKT cell subsets from unimmunized mice into ten groups with *k*-means clustering to identify regions with similar changes in ATAC-seq signal. As above, we examined the degree to which the regions in each group were differentially accessible in iNKT cell populations (Fig. 5c) and their association with DNA-binding protein motifs (Fig. 5c). Notably, the two populations from αGalCer immunized mice had increased accessibility for cluster 7, with motifs for T-box proteins and to a lesser extent NF-κB (RHD motifs) and IRF proteins. There also was decreased accessibility in regions containing motifs associated with the lineage driving transcription factors RORγt (nuclear receptor motifs) and GATA3 (zinc finger motifs) enriched in clusters 1 and 2. Accessible regions specific to NKT_FH_ cells within clusters 8 and 9 were increased for motifs for RHD domain transcription factors, which include NFAT and NF-κB, and bZIP motifs, characteristic of Ap-1 family transcription factors, suggesting a more activated state. Clusters 4 and 5 were more accessible in NKT_eff_ and also in NKT1 cells from unimmunized mice. These accessible regions were enriched for T-bet, Ets, and Runt domain-associated motifs. NKT_eff_ cells also had increased accessibility in regions containing more Zinc finger transcription factor and Ets motifs (cluster 6). Although they are reported to be self reactive, these data suggest that iNKT cells greatly remodel their chromatin landscape following an encounter with a potent exogenous glycolipid antigen.

We also performed RNA-seq on the two populations of iNKT cells from αGalCer-treated mice, as well as total splenic iNKT cells from unimmunized mice. 

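NKT_FH_ (CXCR5+PD-1+) and NKT_eff_ (CXCR5-PD-1-) were sorted from spleens 6 days after αGalCer, an antigen of iNKT cells, and total iNKT cells were sorted from spleens of unimmunized mice. The paper gives the antigen as 0.2 mL at 10 µg per mL by retro-orbital injection, a dose of 2 µg, whereas the sample labels give 2 mg. The deposited raw counts hold 4 libraries of each group from one sequencing set, with totals of 3776162 to 10514544 counts (median 7460365). The 3 groups were fitted together with edgeR, without pairing, since libraries of NKT_FH_ and NKT_eff_ with one replicate number were no more alike than others. Both antigen groups are compared with the same 4 unstimulated libraries. A further 6 NKT_FH_ libraries from another set (14795117 to 16746111 counts) were fitted with the spleen NKT1, NKT2 and NKT17 pools (5 replicates each) for the comparison with the subsets. They come from individual mice and from other sorts than the pools. Individual or pool, and the sort, therefore differ along with the cell population.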

Gene expression by NKT_FH_ was greatly different from total splenic iNKT cells (Fig. 5d) or from each of the iNKT cell subsets from unchallenged mice (Fig. 5e and Supplementary Fig. 4c). 

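NKT_FH_ had more *Tox* and *Id3* RNA and less *Il7r* and *Cxcr6* RNA than unstimulated iNKT cells. Against unstimulated total iNKT cells, 443 genes differed, 215 higher and 228 lower in NKT_FH_ (edgeR, adjusted p under 0.05 and at least 2-fold). The chemokine receptor gene *Cxcr6*, on chromosome 9 of GRCm38 (mm10) from 123806475 to 123811760, fell from 3252 ± 486 CPM (mean ± SD, n = 4) in unstimulated cells to 140.0 ± 39.6 (n = 4) in NKT_FH_ (log2 fold change -4.54, SE 0.20, adjusted p = 5.46e-09 from edgeR). *Il7r* fell from 1064 ± 181 (n = 4) to 109 CPM (range 88.1 to 134, n = 4) (-3.29, SE 0.21, adjusted p = 2.28e-07 from edgeR). *Tox* rose from 16.5 ± 8.95 (n = 4) to 281 ± 38.9 (n = 4) CPM (4.11, SE 0.33, adjusted p = 2.48e-06 from edgeR). *Id3* rose from 20.3 ± 6.95 (n = 4) to 425 ± 57.1 (n = 4) (4.37, SE 0.25, adjusted p = 3.97e-08 from edgeR). Against the spleen subsets of unchallenged mice, the 6 single NKT_FH_ libraries differed by 806 genes from NKT1 (456 higher in NKT_FH_), 361 from NKT2 and 801 from NKT17 cells. With only the IsEn12 spleen pools, the set of these NKT_FH_ libraries, the totals were 542, 249 and 619. *Il7r* was again low, at 105 ± 54.7 CPM (n = 6) in NKT_FH_ and 1581 ± 462 (n = 5) in NKT1 cells (-3.91, SE 0.29, adjusted p = 1.87e-09 from edgeR). *Rorc* was at 0.884 ± 1.45 CPM (n = 6) in NKT_FH_ and 478 ± 152 (n = 5) in NKT17 cells (-9.09, SE 1.26, adjusted p = 1.88e-05 from edgeR). In principal components, NKT_FH_, NKT_eff_ and unstimulated cells separated along a first component with 25.6% and a second with 23.1% of the variance, of whose spread group accounted for 93.1% and 97.6%. NKT_FH_ and the 3 spleen subsets separated along components with 23.0% and 14.6%.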

Comparison of differentially expressed genes distinguishing CD4^+^ T_FH_ and T_H_1 cells^29^ demonstrated that NKT_FH_ shared a more similar expression profile to T_FH_, whereas, not surprisingly, NKT1 cells were similar to T_H_1 (Supplementary Fig. 4d). 

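NKT_FH_ carried the T follicular helper program, and NKT1 cells the T_H_1 program. Of 20 T_FH_ genes listed before the data were examined, 16 were higher in NKT_FH_ than in spleen NKT1 cells and none lower at an adjusted p under 0.05 from edgeR (18 when adjusted over the list alone; median log2 fold change 3.68, camera adjusted p = 2.5e-28, 9e-07 with an estimated correlation). Of 21 T_H_1 genes, 14 were lower and none higher (16 lower when adjusted over the list alone; median -1.86, camera adjusted p = 6.3e-28, 3.3e-06 with an estimated correlation). *Cxcr5* and *Pdcd1*, on the T_FH_ list, encode the proteins used to sort NKT_FH_. The NKT1 sort used the proteins of *Icos*, also on the T_FH_ list, and of *Cxcr3* and *Il2rb*, on the T_H_1 list. The sorts therefore favored the direction of these members. *Cxcr5*, on chromosome 9 of GRCm38 (mm10) from 44511787 to 44561877, was at 782 ± 325 CPM (mean ± SD, n = 6) in NKT_FH_ and 3.71 ± 5.75 (n = 5) in NKT1 cells (log2 fold change 7.65, SE 0.85, adjusted p = 1.46e-06 from edgeR). *Pdcd1* was at 892 ± 194 (n = 6) and 20.5 ± 7.28 (n = 5) (5.45, SE 0.33, adjusted p = 5.55e-11 from edgeR). *Tbx21* was at 131 ± 35.6 CPM (n = 6) in NKT_FH_ and 343 ± 107 (n = 5) in NKT1 cells (-1.39, SE 0.29, adjusted p = 0.00266 from edgeR). *Bcl6*, the T_FH_ regulator on chromosome 16 from 23965052 to 23988852, was at 86.4 ± 32.0 CPM (n = 6) in NKT_FH_ and 33.5 ± 33.5 (n = 5) in NKT1 cells and did not pass (1.37, SE 0.62, adjusted p = 0.187 from edgeR). Without spleen NKT1 replicate 4 it passed (adjusted p = 0.0322 from edgeR). *Ifng* did not pass either (-1.27, SE 0.67, adjusted p = 0.285 from edgeR), at 29.7 ± 9.59 CPM (n = 6) in NKT_FH_ and 71.5 ± 31.0 (n = 5) in NKT1 cells.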

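Helper genes separated NKT_FH_ from NKT_eff_. Of 18 T_FH_ genes, 15 were higher in NKT_FH_ than in NKT_eff_ and none lower at an adjusted p under 0.05 from edgeR (median log2 fold change 2.50, camera adjusted p = 1.5e-33, 9e-06 with an estimated correlation). Against unstimulated iNKT cells 15 were higher and none lower (median 3.10). *Pdcd1* (chromosome 1 of GRCm38, 94038305 to 94052553), which encodes PD-1, was at 856 ± 139.6 CPM (mean ± SD, n = 4) in NKT_FH_ and 46.2 ± 13.5 (n = 4) in NKT_eff_, a log2 fold change of 4.21 (SE 0.23, adjusted p = 3.06e-08 from edgeR). PD-1 was part of the sort. *Tcf7*, which encodes TCF-1 (chromosome 11, 52252371 to 52283014), was at 729 ± 81.3 (n = 4) and 279.9 ± 51.1 (n = 4) CPM (1.38, SE 0.19, adjusted p = 0.000337 from edgeR). *Bcl6* was at 213 ± 45.9 CPM (n = 4) in NKT_FH_ and 25.1 ± 18.2 (n = 4) in NKT_eff_ (3.09, SE 0.77, adjusted p = 0.0274 from edgeR). This call ended without the low-count filter (adjusted p = 0.0597 from edgeR) and with replicate numbers as a replicate block (0.0547). From edgeR it also ended in 6 of the 8 fits that left out 1 library (without NKT_FH_ replicate 1, 2, 3 or 4, adjusted p = 0.0576, 0.0646, 0.0509 and 0.0502, and without NKT_eff_ replicate 1 or 3, 0.0718 and 0.0690). The cytokine gene *Il21* did not pass between the 2 groups (2.52, SE 1.20, adjusted p = 0.322 from edgeR), at 43.3 ± 14.0 CPM (n = 4) in NKT_FH_ and 7.54 ± 8.05 (n = 4) in NKT_eff_. From the T_FH_ genes, the paper concludes that NKT_FH_ resemble T_FH_ cells in their gene expression.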

Similarities between NKT_FH_ and T_FH_ also were revealed by GSEA analysis (Fig. 5f, top panel). 

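Cytotoxic and effector genes of CD8+ T cells were high in NKT_eff_ and low in NKT_FH_. Of 20 CD8+ effector genes, listed before the data were examined, 19 were higher in NKT_eff_ and none in NKT_FH_ at an adjusted p under 0.05 from edgeR (median log2 fold change of NKT_FH_ against NKT_eff_ -4.10, camera adjusted p = 1.9e-27, 0.0021 with an estimated correlation). The gene sets used for Fig. 5f are not among the files, so these lists stand in for them. In all, 424 genes differed between NKT_FH_ and NKT_eff_, 156 higher in NKT_FH_ and 268 higher in NKT_eff_ (adjusted p under 0.05 and at least 2-fold). T_H_1 genes leaned to NKT_eff_, with 19 of 21 higher there and 1 in NKT_FH_. *Tbx21* was at 509.6 ± 54.2 CPM (mean ± SD, n = 4) in NKT_eff_, 391 ± 34.4 (n = 4) in unstimulated iNKT cells and 110.0 ± 49.7 (n = 4) in NKT_FH_ (NKT_FH_ against NKT_eff_ -2.21, SE 0.25, adjusted p = 4.87e-05 from edgeR). *Prf1*, the perforin gene (chromosome 10 of GRCm38, 61297833 to 61304680), was at 286 ± 76.5 CPM (n = 4) in NKT_eff_ and 3.46 ± 2.82 (n = 4) in NKT_FH_ (-6.40, SE 0.62, adjusted p = 1.03e-05 from edgeR). *Ifng* was at 81.6 ± 30.3 (n = 4) and 19.7 ± 9.31 (n = 4) (-2.05, SE 0.43, adjusted p = 0.00878 from edgeR). Against unstimulated cells, 8 of the CD8+ effector genes were higher in NKT_eff_ and 1 lower (camera adjusted p = 1.3e-07, a call that ended at adjusted p = 0.082 with an estimated correlation).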

GSEA of NKT_FH_ compared to NKT_eff_ revealed an enrichment for CD8^+^ T cell effector-related genes in NKT_eff_ (Fig. 5f, bottom, left, and right panels). Neither antigen-experienced subset was significantly enriched for memory cell-related signatures.

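Genes of memory CD8+ T cells moved in both directions after antigen. Of 16 such genes, 5 were higher in NKT_FH_ than in NKT_eff_ and 6 lower at an adjusted p under 0.05 from edgeR (median log2 fold change -1.09, camera adjusted p = 0.54). Against unstimulated iNKT cells, 3 were higher and 3 lower in NKT_FH_ (limma camera adjusted p = 0.77). In NKT_eff_, 5 were higher and 4 lower (limma camera adjusted p = 0.8). The memory gene *Il7r* was at 287 ± 77.6 CPM (mean ± SD, n = 4) in NKT_eff_, below the 1064 ± 181 (n = 4) of unstimulated cells (log2 fold change -1.89, SE 0.20, adjusted p = 6.87e-05 from edgeR). It was lower still in NKT_FH_ (NKT_FH_ against NKT_eff_ -1.40, SE 0.20, adjusted p = 0.000377 from edgeR). A list that moves both ways can hold a memory program that this test does not show.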

Because of the great prevalence of NKT1 cells in the spleens of unimmunized C57BL/6J mice^6^, it was not feasible to assess directly the separate contributions of the NKT1, NKT2, and NKT17 subsets to the antigen-activated iNKT cell populations. To address their origin, we utilized mice in which T-bet expression could be fate mapped^30^. Whereas close to 90% of spleen NKT1 cells from unimmunized mice had expressed T-bet according to the fate mapping mice, only 74% or less of NKT_FH_ did at day 6 (Fig. 5g). Notably, T-bet expression was absent in NKT2 cells. Decreased marks of previous T-bet expression in NKT_FH_ were observed as early as day 3 after antigen (Supplementary Fig. 4e). Because prior T-bet expression was selected against in NKT_FH_ cells, these data suggest that NKT2 and/or NKT17 cells contributed to the NKT_FH_ pool. Furthermore, the fate mapping may underestimate how efficiently NKT2 and/or NKT17 converted to NKT_FH_; T-bet expression could have been induced in some iNKT cells after antigen activation, although we have no evidence that this occurred. Unless a minority population expanded greatly and converted rapidly and transiently to T-bet expression, some NKT_FH_ likely also originated from the prevalent NKT1 cell pool. Also, we note that despite their separation from NKT1 cells, we found expression of some NKT1 signature genes by NKT_FH_ (Supplementary Fig. 4d).

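NKT_FH_ expressed some of the genes that mark NKT1 cells. Of 98 NKT1 signature genes tested, NKT_FH_ were lower than spleen NKT1 cells for 44 and higher for 1, and 53 did not pass. They were higher than NKT2 cells for 36 and higher than NKT17 cells for 51 at an adjusted p under 0.05 from edgeR. For 30 genes they were higher than both NKT2 and NKT17 cells, and 13 of these 30 were lower than in NKT1 cells. The signatures were selected among subsets that include these same spleen pools, so cells outside the selection tend to fall between the marked subset and the others. The mean log2 CPM of the NKT1 signature was 4.86 ± 0.168 (mean ± SD, n = 6) in NKT_FH_, 6.88 ± 0.185 (n = 5) in NKT1, 3.21 ± 0.354 (n = 5) in NKT2 and 2.49 ± 0.303 (n = 5) in NKT17 cells. *Tbx21* in NKT_FH_ stood above the 63.2 ± 15.4 CPM (n = 5) of spleen NKT2 cells by a log2 fold change of 1.05 (SE 0.29, adjusted p = 0.0425 from edgeR). This call ended with only the IsEn12 spleen pools (adjusted p = 0.162 from edgeR) and without spleen NKT2 replicate 2 (0.0990), 3 (0.0541), 4 (0.109) or 5 (0.113). That of the NKT2 signature was 2.95 ± 0.627 (n = 6) in NKT_FH_, 4.55 ± 0.307 (n = 5) in NKT2, 0.986 ± 0.284 (n = 5) in NKT17 and -0.294 ± 0.236 (n = 5) in NKT1 cells. Of its 32 genes, 2 were lower and 1 higher in NKT_FH_ than in NKT2 cells, 19 were higher than in NKT1 and 12 higher than in NKT17 cells, and of 83 NKT17 signature genes, 65 were lower than in NKT17 cells and none higher.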

### Enhanced effector function after antigen challenge

As shown in Fig. 5a (right column), iNKT cells from αGalCer-immunized mice that did not become NKT_FH_ also had a chromatin landscape different from all of the subsets in unimmunized mice, with the biggest divergence again from NKT17 cells. 

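Most cell cycle genes listed were higher in NKT_eff_ 6 days after antigen than in unstimulated iNKT cells. Against unstimulated total iNKT cells, 371 genes differed, 253 higher and 118 lower in NKT_eff_ (edgeR, adjusted p under 0.05 and at least 2-fold). Of 24 cell cycle genes, 20 were higher in NKT_eff_ and none lower at an adjusted p under 0.05 (median log2 fold change 2.99, camera adjusted p = 6.4e-24, 0.01 with an estimated correlation), and 10 were higher in NKT_FH_ (median 1.26). *Mki67*, a marker of dividing cells on chromosome 7 of GRCm38 (mm10) from 135689784 to 135716361, was at 215 ± 33.5 CPM (mean ± SD, n = 4) in NKT_eff_, 45.3 ± 28.4 (n = 4) in NKT_FH_ and 19.5 ± 9.80 (n = 4) in unstimulated cells. NKT_eff_ exceeded unstimulated cells by a log2 fold change of 3.45 (SE 0.49, adjusted p = 0.000578 from edgeR). NKT_FH_ and NKT_eff_ changed 134 genes in the same direction from the unstimulated cells (86 higher, 48 lower). Because both are set against the same 4 libraries, chance shifts of those libraries enter both. Groups simulated without a difference against the same controls shared 0 genes in 20 draws. Without a difference few genes can pass, so this does not show how many of the 134 the shared controls add. With the controls divided between the 2 comparisons, 2 for each, a median of 57 genes was shared (52 to 64). Of these, 21 to 37 were higher and 27 to 33 lower. The excess of higher genes did not hold there, as 5 of the 6 divisions gave more lower than higher. By at least 2-fold and an adjusted p of 0.1 or less against both other groups, 125 genes were specific to NKT_eff_ and 92 to NKT_FH_.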

PCA analysis of the RNA-seq data showed that the transcriptome of these iNKT cells was highly different from total iNKT cells from unimmunized mice (Fig. 5d). Previous analyses have shown that after i.v. exposure to DCs loaded with αGalCer, a KLRG1^+^ population of iNKT cells develops, especially in the lung, in a process dependent on expression of the transcription factor Eomes^31,32^. Cells with this phenotype persisted for weeks and they exhibited enhanced effector function. 

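In NKT_eff_, *Klrg1*, *Klre1* and *Spry2* rose over unstimulated iNKT cells, and *Gzma*, *Gzmb* and *Cx3cr1* had means several times higher that did not pass the test. Of 15 NK effector genes, 8 were higher in NKT_eff_ than in unstimulated cells and 1 lower at an adjusted p under 0.05 from edgeR (median log2 fold change 4.25, camera adjusted p = 7.1e-10, 0.017 with an estimated correlation). Against NKT_FH_, 12 were higher and none lower (median of NKT_FH_ against NKT_eff_ -4.43). Of 21 NK receptor genes, 9 were higher than in unstimulated cells and 2 lower (median 3.20, camera adjusted p = 2.4e-10, a call that ended at adjusted p = 0.13 with an estimated correlation). Of the same genes, 18 were higher than in NKT_FH_. *Klrg1*, on chromosome 6 of GRCm38 (mm10) from 122270596 to 122282882, was at 577 ± 165 CPM (mean ± SD, n = 4) in NKT_eff_, 48.9 ± 29.3 (n = 4) in NKT_FH_ and 35.9 ± 29.4 (n = 4) in unstimulated cells. The log2 fold changes were 3.99 (SE 0.64, adjusted p = 0.00156 from edgeR) for NKT_eff_ over unstimulated cells and -3.57 (SE 0.63, adjusted p = 0.00244) for NKT_FH_ against NKT_eff_. *Klre1* was at 497 ± 197 CPM (n = 4) in NKT_eff_ and 52.2 ± 17.9 (n = 4) in unstimulated cells (3.25, SE 0.49, adjusted p = 0.00095 from edgeR). *Spry2*, an inhibitor of receptor tyrosine kinase signalling on chromosome 14 from 105891947 to 105896819, was at 213 ± 68.1 (n = 4) CPM in NKT_eff_, 22.0 ± 1.25 (n = 4) in NKT_FH_ and 36.1 ± 14.1 (n = 4) in unstimulated cells. NKT_eff_ exceeded unstimulated cells by 2.57 (SE 0.32, adjusted p = 0.000188 from edgeR). *Gzma* (chromosome 13, 113093825 to 113100981) was at 5407 ± 2079 (n = 4), 6.58 ± 9.04 (n = 4) and 131 ± 206 (n = 4) CPM in these 3 groups. NKT_FH_ against NKT_eff_ passed (-9.72, SE 1.86, adjusted p = 0.0140 from edgeR, 0.0533 without NKT_FH_ replicate 2). NKT_eff_ against unstimulated did not (5.36, SE 1.50, adjusted p = 0.0819 from edgeR, but 0.0170 with DESeq2 and 0.0199 without unstimulated replicate 1). *Gzmb* was at 542 ± 133 (n = 4), 1.08 ± 2.16 (n = 4) and 30.3 ± 27.0 (n = 4) CPM. NKT_FH_ against NKT_eff_ passed (-9.18, SE 1.50, adjusted p = 0.0027 from edgeR). NKT_eff_ over unstimulated did not (4.15, SE 1.10, adjusted p = 0.0517 from edgeR, 0.0129 without unstimulated replicate 3 and 0.0313 with all libraries thinned to one depth, an alternative added after seeing the data). *Cx3cr1* (chromosome 9, 119901616 to 120069879) was at 325 ± 156 (n = 4), 1.50 ± 3.01 (n = 4) and 13.3 ± 26.3 (n = 4) CPM. The counts of NKT_FH_ came from 1 library. NKT_FH_ against NKT_eff_ passed narrowly (-7.93, SE 2.03, adjusted p = 0.0458 from edgeR) and ended without the low-count filter (0.104) and without any 1 of the 8 libraries (0.0657 to 0.148). NKT_eff_ over unstimulated (4.59, SE 1.65, adjusted p = 0.159 from edgeR) passed without unstimulated replicate 1 (0.000513).

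**Figure D4:**
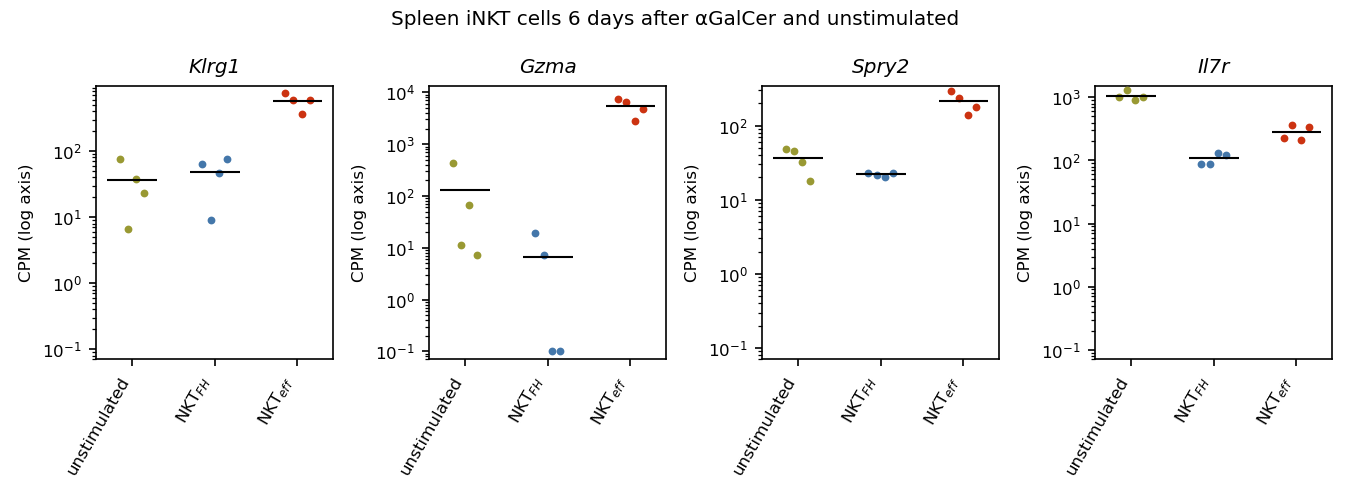
CPM (log axis) of *Klrg1*, *Gzma*, *Spry2* and *Il7r* in NKT_FH_, NKT_eff_ and unstimulated spleen iNKT cells; points are the 4 libraries of each group, bars are means, and values under 0.1 are drawn at 0.1. *Klrg1* in NKT_eff_ spans 361 to 762, above the 6.62 to 75.5 of unstimulated cells.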

Pathway analysis of genes enriched in NKT_eff_ in the spleen following αGalCer alone, using the ConsensusPath Database^33^, identified NK cell-mediated cytotoxicity as the most enriched pathway (Supplementary Fig. 4f). This is in line with the gene expression profile in these lymphocytes indicative of an enhanced effector phenotype found by GSEA (Fig. 5f). Intriguingly, there was a similarity in chromatin accessibility in some key loci between NKT_eff_ and splenic NK cells, with increased ATAC-seq peaks within the loci for genes encoding Granzyme A and B, KLRG1, and CX3CR1, as well as Spry2, which is also highly expressed by NK cells (Fig. 6a). There also were some regions of increased chromatin accessibility in genes associated with NK cell function in NKT1 cells, but these regions had higher signals in NKT_eff_ and NK cells.

**Fig. 6:**
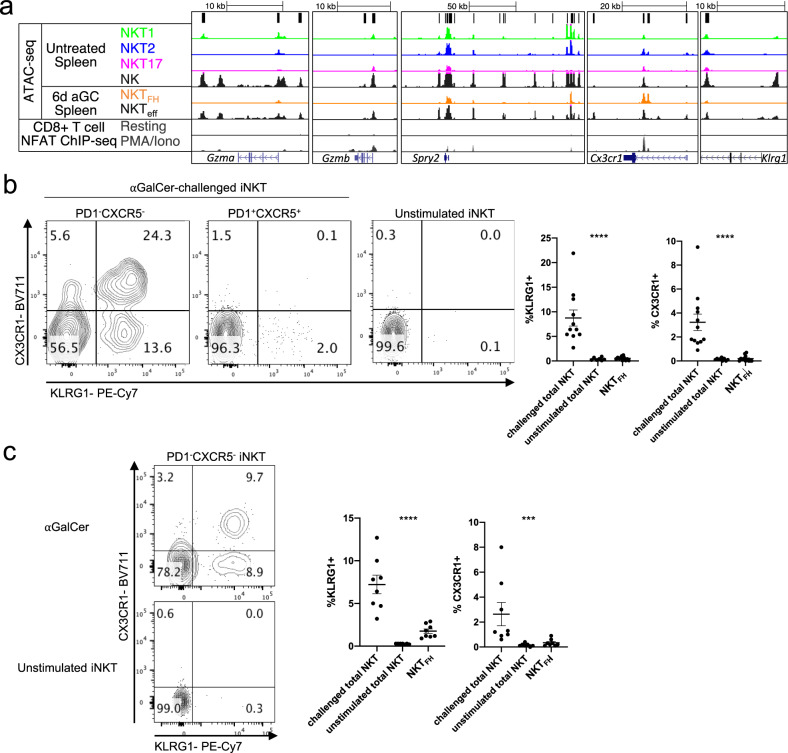
Enhanced effector or NK cell signature in antigen-exposed iNKT cells. **a** ATAC-seq coverage (with a range of 0–600 for all samples) at the *Gzma*, *Gzmb*, and *Spry2* loci comparing untreated splenic iNKT cells subsets, spleen NK cells, NKT_FH_, and NKT_eff_ from mice injected 6 days earlier with αGalCer. NFAT1 ChIP-seq analysis of CD8^+^ T cells with and without PMA/ionomycin stimulation included for comparison^62^. **b** Flow cytometry analysis of expression of KLRG1 and CX3CR1 by the indicated populations of gated spleen iNKT cells at day 6 after antigen. Quantification on right, *n* = 11 mice (αGalCer challenged, KLRG1), *n* = 12 mice (αGalCer challenged, CXCR3), *n* = 6 mice (unstimulated, KLRG1), *n* = 8 mice (unstimulated, CXCR3), *n* = 11–12 mice (NKT_FH_). **c** (Left) Representative flow cytometry analysis of expression of NKT_eff_ markers CX3CR1 and KLRG1 by spleen PD-1^–^ KLRG1^–^ iNKT cells at day 30 or later after antigen administration. (Right) Quantification of iNKT cells expressing NKT_eff_ markers, challenged mice analyzed at day 30 or later. *n* = 8 mice (αGalCer challenged, NKT_FH_), *n* = 7 mice (unstimulated). **b**, **c** Representative data from 3–5 experiments, error bars depict mean and SEM, statistical significance (***=*p* of 0.005, ****=*p* < 0.0001) assessed via Kruskal–Wallis test.

To validate the existence of the NKT_eff_ population, we assessed the expression of KLRG1 and CX3CR1, NK cell markers with increased chromatin accessibility in NKT_eff_ (Fig. 6a). We detected increased expression of each of these markers on NKT_eff_ compared to NKT_FH_ and iNKT cells from uninjected mice (Fig. 6b). T-bet fate mapping analysis revealed that virtually all KLRG1^+^ NKT_eff_ had expressed T-bet, suggesting either these cells differentiated from NKT1 cells or acquired expression T-bet when activated (Fig. 5g). To determine if the phenotypic changes we observed were maintained, we also analyzed splenic iNKT cell populations at day 30 or later after antigen exposure. iNKT cells with the NKT_eff_ phenotype were still a sizeable fraction of the iNKT cells (Fig. 6c). Similarly, NKT_FH_ cells also persisted in the spleen beyond day 30 (Supplementary Fig. 4g), consistent with a report showing elevation of NKT_FH_ 60 days post treatment with αGalCer and ovalbumin-loaded liposomes^34^. These data suggest that antigen challenge induces dynamic and prolonged changes in the phenotype of iNKT cells reflecting changes in the transcriptome and chromatin landscape.

## Discussion

There are functional subsets of iNKT cells, analogous to CD4 T_H_1, T_H_2, and T_H_17 cells, as well as several other lymphocyte populations^7^, and it has been established that the chromatin landscape and transcriptomes of the thymic iNKT cell subsets are distinct^7,8,12^. Here, we addressed three questions. First, to what extent are the gene programs driving the thymic iNKT cell subsets present in peripheral iNKT cells? Second, considering that iNKT cells are mostly non-recirculating lymphocytes^11^, what is the imprint of localization in different tissues on these gene programs? Third, to what extent are the iNKT cell gene programs subject to dynamic and long-term changes following antigenic stimulation, as such changes might be suggestive of trained immunity or an effector-memory response?

Our data indicated that the status of chromatin accessibility and the transcriptome in any one subset are relatively similar to one another, regardless of location. Although this might suggest that iNKT cells become fully mature and committed to a subset in the thymus and maintain their status in the periphery, there is evidence based on the expression of diagnostic surface proteins that iNKT cell recent thymic emigrants are not fully mature^35,36,37^. To align these facts, perhaps the epigenome of the iNKT cell subsets is set up in the thymus prior to emigration, but the mature, subset-specific transcriptomes only initiated after thymus emigration. ATAC-seq analysis of stage 0, stage 1, and mature NKT1 cells identified regions accessible in mature NKT1 cells that were already accessible in stage 0 cells, providing some evidence to support this hypothesis^38^. Alternatively, it is possible that the recent thymic emigrants are not fully differentiated even with regard to their chromatin landscapes into functional subsets, but instead, receive tissue-specific cues allowing the cells to mature into effector subsets resembling their thymic counterparts.

Although the imprint of tissue localization was comparatively limited, in the lung iNKT cells exhibited motif enrichment in regions of accessible chromatin for bZIP domain transcription factors, which can include AP-1 and ATF, and RHD (NF-κB) transcription factors, regardless of the functional subset. This may be related to an activation signature, consistent with the increased CTLA-4 expression by lung iNKT cells. These data are consistent with a recent report describing a similar gene expression signature in lung MAIT and iNKT cells, although it was also deemed to be consistent with a tissue-residency pattern^11^. Regardless, the lung signature was present not only in iNKT cell subsets, but also in NK cells and γδ T cells, and to a lesser extent even in CD4^+^ T cells compared to the corresponding cell type in the spleen. A recent study comparing the epigenome of alveolar CD8^+^ resident memory T cells (Trm) found that Trm cells within the lung interstitial space were enriched for AP-1, FOS, and CREM motifs compared to splenic Trm^39^. In other studies, this lung signature was not just specific to lymphocytes, with some similarities to the lung epigenome of alveolar macrophages^40^. Based on these findings and the present study, the lung microenvironment may dictate epigenetic remodeling and subsequent transcriptional changes. One potentially important factor is increased oxygen concentration^41,42^, and also, the lung may face more environmental exposure to external substances and microbes^42^. Perhaps immune cells in the lung need to be poised to rapidly respond to challenges. If this were correct, then we would predict that iNKT cells in sites such as skin or intestine might also have gene programs distinct from those in thymus, spleen, and liver. Consistent with this hypothesis, we found increased CTLA-4 expression by iNKT cells from the SI-LPL. Additionally, it has been found that iNKT cells from the draining lymph nodes of the skin and the small intestine, the inguinal lymph node, and mesenteric lymph node, expressed a number of lung signature genes, including *Fos*, *Fosb*, and *Nr4a1*, compared to those in thymus and spleen^37^. A more detailed exploration of the so-called lung activation signature in iNKT cells and other innate populations within different antigen exposed tissues is needed.

Six days after antigenic exposure, we detected two different iNKT cell populations, one is NKT_FH_ that is similar to T_FH_. Previously, NKT_FH_ were reported, based on the expression of BCL-6, a few key surface proteins, and functional assays for T cell help^27^. Here, we demonstrated that this NKT_FH_ population has a dramatically different chromatin landscape and transcriptome that resembles T_FH_. These cells likely originated in part from NKT1, the major splenic subset population, but probably also from other activated subsets, considering the evidence for reduced prior T-bet expression. Furthermore, they persisted for at least 30 days after antigenic challenge. At later time points, NKT_FH_ maintains the capacity to produce IL-21, but downregulated BCL-6 expression and increased expression of CD62L and CCR7, consistent with memory T_FH_^34^. As detected by immune assays, the half-life of αGalCer complexes with CD1d on the surface of DCs in vivo was less than 24 h^43,44^. Given this half-life, it is unlikely that these cells experience any recent exposure to αGalCer. Therefore, chromatin remodeling in iNKT cells after antigen exposure led to the generation of a persisting population of iNKT cells that is expected to have enhanced helper function for B cells.

The second population called NKT_eff_ more closely resembled NK cells. iNKT cells with this phenotype also were present for at least 30 days. Previously a similar population was present in the lung after injection of antigen-loaded DCs^32^, but here we show that NKT_eff_ can be generated systemically following the same antigenic challenge that also induces the NKT_FH_ population. In other experiments, it was reported that iNKT cells exposed to αGalCer were anergic for many weeks^45,46^. In previous work, we did not find evidence for anergy in the total iNKT cell population, because, at 30 days following αGalCer, re-challenged iNKT cells remained cytotoxic, effectively signaled through their TCR, and had increased proliferation compared to iNKT cells responding to αGalCer for the first time^47^. However, we did find reduced pro-inflammatory cytokine production, which could reflect the distinct functions of NKT_FH_ cells that were likely generated, and a minority of the iNKT cells that acquired the ability to produce IL-10^47^. Therefore, it is likely that iNKT cells from mice injected with the antigen that did not become NKT_FH_ are heterogenous, including not only NKT_eff_ but IL-10 producers and perhaps some anergic cells. Further, in studies of KLRG1^+^ iNKT cell induction by antigen-loaded DCs, these cells maintain long-term anti-tumor function^32^. The size of the NKT_eff_ population is difficult to quantify because KLRG1^+^ cells accounted for only a portion, with other cells expressing high amounts of CX3CR1 and granzymes (Fig. 6b, d). The contributions of TCR signal strength, co-stimulation, cytokines, and other aspects to the generation of disparate iNKT cell populations remain to be determined, but apparently, pulsing DC with αGalCer is a method for generating NKT_eff_ almost exclusively in the lung^32^.

iNKT cells have been classified as innate-like T lymphocytes that bridge the innate and adaptive immune systems, sharing components of cells within each major branch of the immune response^5^. The capacity for innate-like cells to exhibit long-term changes in their functional programs in response to antigen exposure has been referred to as trained immunity^48^. Do iNKT cells exhibit an effector memory response or a form of trained immunity? At steady-state, iNKT cells have some properties of tissue-resident memory cells. Many of them express molecules characteristic of canonical resident memory T cells, such as CD103 and CD69, and like effector memory cells, they produce cytokines in a TCR-dependent or cytokine-dependent manner within a few hours^9,11^. In response to αGalCer, however, dynamic, long-term changes occur in iNKT cells, generating NKT_FH_, NKT_eff_ populations, and likely others, indicating a degree of plasticity and heterogeneity that allow these cells to adapt to their history of prior antigenic stimulation and respond in a variety of contexts.

## Methods

### Mice

C57BL/6J female mice aged 6–8 weeks old were purchased from Jackson Laboratories or bred in-house at La Jolla Institute for Immunology. B6;CBA-Tg(Tbx21-cre)1Dlc/J (Tbet-cre) were purchased from Jackson Laboratories and then bred with B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze/J^ (Td-tomato) mice (also obtained from Jackson Laboratories) to generate the T-bet fate mapping line. All studies were approved by the Institutional Animal Care and Use Committee at the La Jolla Institute for Immunology.

### Tissue preparation

Following euthanasia, thymus tissue and spleens were removed, lungs and livers were perfused with 3–10 mL of liver perfusion medium (Gibco) until tissues cleared. Livers were mashed through a 70 μM nylon filter (Fisher). Liver lymphocytes were isolated by centrifugation at 850 ✕ *g* in 37.5% Percoll for 20 min. Lungs were placed in GentleMacs C tubes (Miltenyi Biotec) with 2 mL Spleen Dissociation Medium (STEMCELL Technologies) and homogenized using the Miltenyi GentleMacs dissociator. Following homogenization, suspensions were filtered with a 70 μM filter and washed twice with RPMI + 10% FBS. Thymus and spleens were homogenized through a 70 μM nylon filter and washed with RPMI + 10% FBS. Small intestinal lamina propria lymphocytes (SI-LPL) were isolated as previously described^49^. Briefly, small intestines were collected from mice and Peyer’s patches were removed. The tissue was washed and cut into pieces that were then incubated in 25 ml of HBSS containing 25 mM HEPES and 5 mM EDTA in a shaker at 225 r.p.m., 37 °C, 3–5 times for 10 min. Then, tissues were incubated at 37 °C for 25 min with rotation in media containing collagenase type VIII (Sigma). The filtered cell suspension was re-suspended in 40% Percoll solution and overlaid above 80% Percoll solution. LPL were collected from the interface.

### Antigen challenge

α-galactosylceramide (αGalCer or KRN7000) was supplied as a lyophilizate in a vehicle and provided by Kyowa Kirin Pharmaceutical Research. It was resuspended at 200 µg/mL in water and then diluted to 10 µg/mL in PBS. 0.2 mL of 10 µg/mL αGalCer was administered via retro-orbital injection, and 6- or ≥30-days later mice were euthanized and organs harvested.

### Cell sorting

For RNA-seq and ATAC-seq experiments, unless otherwise noted iNKT cell subsets were sorted in parallel from tissues pooled from 15–20 female C57BL/6J mice, ∼6 weeks of age. Cell suspensions from thymus, spleen, and lung were enriched for iNKT cells by negative selection using biotinylated antibodies against CD8α (53–6.7, BD Biosciences), CD19 (1D3, Tonbo Biosciences), CD24 (M1/69, BD Biosciences), CD62L (MEL-14, Invitrogen), CD11b (M1/70, Tonbo Biosciences), CD11c (N418, Tonbo Biosciences), F4/80 (BM5.1, Tonbo Biosciences), EpCam(G8.8, BioLegend), and TER-119 (TER-119, Tonbo Biosciences) together with Rapidspheres (StemCell technologies) and either the Big Easy or Easy eight magnets (StemCell technologies) using protocols from the manufacturer. The remaining cells were then suspended at 10^8^ cells/mL, and incubated with 1 µg/mL of Streptavidin A (Sigma-Aldrich). Liver lymphocytes were not enriched for iNKT cells. iNKT cells were stained using a 12-parameter panel of reagents including tetramers of CD1d loaded with αGalCer (BV421, in house preparation), live/dead yellow (ThermoFisher Scientific), anti-TCRβ-APC-eF780 (H57-597, ThermoFisher Scientific), anti-CD8α-PE CF594 (53–6.7, BD Biosciences) and anti-CD19-PE CF594 (1D3, BD Biosciences), anti-CD4-AF700 (GK1.5, BioLegend), anti-IL-17RB-AF488 (FAB10402G, R&D Systems), anti-ICOS-PerCP Cy5.5 (C398.4 A, BioLegend), anti-CD122-BV650 (5H4, BD Biosciences), anti-CXCR3-APC (CXCR3-173, BioLegend), anti-SDC1-PE (281-2, BioLegend), and anti-FR4-PE Cy7 (ebio12A5, ThermoFisher Scientific). Cells were sorted using a FACSAria III or FACSAria Fusion (BD Biosciences) for live lymphocytes, singlets, CD8^−^CD19^−^, Tetramer^+^TCRβ^+^ iNKT cells and separated into NKT1, NKT2, and NKT17 cell subsets based on the following expression profiles: NKT1: CXCR3^+^ICOS^−^CD122^+^SDC1^−^IL-17RB^−^; NKT2: CXCR3^−^ICOS^+^CD122^−^SDC1^−^IL-17RB^+^CD4^+^; NKT17: CXCR3^−^ICOS^+^CD122^−^SDC1^+^IL-17RB^+^FR4^−^.

For NKT_FH_ sorts, spleens were harvested 6 days following the antigen challenge. Single-cell suspensions were enriched for iNKT cells as described above. iNKT cells were stained with CD1d tetramers loaded with αGalCer, live/dead yellow, anti-CD8α-PE CF594 and anti-CD19-PE CF594, anti-TCRβ-APC-eF780. NKT_FH_ cells were identified based on the expression of CXCR5 (anti-CXCR5^−^PE, clone L138D7, BioLegend), and PD-1 (anti-PD-1-APC, clone RMP1-30, BioLegend). CXCR5^–^PD-1^–^ iNKT cells from antigen challenged mice were also sorted for comparison (NKT_eff_).

For sorting of γδ T cells, CD4^+^ T cells, NK cells, and iNKT cells from lung and spleen, tissues were prepared and enriched as described above. Populations were sorted based on the following gating strategy: live lymphocytes, singlets, CD8^−^CD19^−^; iNKT cells, Tetramer^+^TCRβ^+^; γδ T cells, TCRβ^–^TCRγδ^+^ (anti-TCRγδ-FITC, clone GL3, BD Biosciences); NK cells, TCRβ^–^, TCRγδ^–^, NK1.1^+^ (anti-NK1.1-PE Cy7, clone PK136, BD Biosciences); CD4^+^ T cells, TCRβ^+^CD4^+^.

### Flow cytometry

Cells isolated from the lung or spleen were stained for iNKT cell subsets, NKT_FH_, and NKT_eff_, as described above. In addition to the antibodies and other reagents used for iNKT isolation described above, we also used anti-PLZF-AF647 (clone R17-809), anti-T-bet-AF488 (clone O4-46), anti-RORγt-PE-CF594 (clone Q31-378), anti-BCL-6-AF488 (clone K112-91), all from BD Biosciences, anti-KLRG1- PECy7 (clone 2F1), and anti-CTLA-4-PE (clone UC10-4B9), all from Thermo-Fisher Scientific, and anti-CX3CR1-BV711 (clone SA011F11, BioLegend). Staining for intracellular antigens, including PLZF, T-bet, RORγT and total CTLA-4 was performed by incubating in 50% Cytofix (BD Biosciences) in PBS for 15–30 minutes on ice followed by washing and staining in eBioscience permeabilization buffer (Thermo-Fisher Scientific)^50^. Stained samples were analyzed using a Fortessa flow cytometer (BD Biosciences) and FlowJo software (Treestar).

### RNA-seq

Cells representing specific iNKT subsets were sorted by pools of cells ranging between 200 to 400 directly into 0.2 ml PCR tubes containing 8 µl of low-input lysis buffer (0.2% Triton-X-100 and RNase inhibitor) and stored at −80 ^o^C until processed further. For thymic subsets, *n* = 5 (NKT1), *n* = 4 (NKT2), *n* = 6 (NKT17). For peripheral subsets, NKT1: lung *n* = 5, liver *n* = 5, spleen *n* = 7; NKT2: lung *n* = 6, spleen *n* = 7; NKT17: lung *n* = 7, spleen *n* = 6. For NKT_FH_, *n* = 6, NKT_eff_, *n* = 3. For lung cell types, NK: lung *n* = 3, spleen *n* = 4; γδ T cells: lung *n* = 3, spleen *n* = 3; CD4^+^ T cells: lung *n* = 3, spleen *n* = 5. For bulk library preparation for sequencing, we used the Smart-Seq2 protocol, adapted for samples with small cell numbers^51^. We followed the protocol with following modifications^19^: (i) the pre-amplification PCR cycle was set between 17 to 23 cycles; (ii) to eliminate any traces of primer-dimers, the PCR pre-amplified cDNA product was purified using 0.8✕ Ampure-XP beads (Beckman Coulter) before using the DNA for sequencing library preparation^19^. One ng of pre-amplified cDNA was used to generate barcoded Illumina sequencing libraries (Nextera XT library preparation kit—Illumina) in 8 µl reaction volume. Samples failing any quality control step (DNA quality assessed by capillary electrophoresis (Fragment analyzer, Advance analytical) and quantity (Picogreen quantification assay, Thermofisher) were eliminated from further downstream steps^19^. Libraries were then pooled at equal molar concentration and quantified (KAPA SYBR® FAST qPCR Kit—Roche)^19^. Samples from the experiment comparing splenic NKT_FH_ and NKT_eff_ cells from αGalCer-challenged mice with unchallenged splenic iNKT cells were sequenced via a 100 × 100 bp paired-end read strategy using the NovaSeq6000 sequencing platform (NovaSeq 6000 S4 P200 kits—Illumina). Sequencing for all other samples was performed according to a 50 bp single-end strategy using the HiSeq2500 sequencer (HiSeq SBS Kit v4; Illumina). Post-sequencing, stringent quality controls were applied and samples that failed quality control standards were eliminated from further analysis^19^. Samples we sequenced to obtain at least 8 million uniquely mapped reads.

The single-end reads that passed Illumina filters were filtered for reads aligning to tRNA, rRNA, adapter sequences, and spike-in controls. The reads were then aligned to mm10 reference genome using TopHat (v 1.4.1)^52^. DUST scores were calculated with PRINSEQ Lite (v 0.20.3)^53^ and low-complexity reads (DUST > 4) were removed from the BAM files. The alignment results were parsed via the SAMtools^54^ to generate SAM files. Read counts to each gene were obtained with the htseq-count program (v 0.7.1)^55^ using the “union” option. After removing absent features (zero counts in all samples), the raw counts were then imported in most cases to the R/Bioconductor package DESeq2 (v 1.6.3)^56^ to identify differentially expressed genes among samples, with *P* values for differential expression calculated using the Wald test for differences between the base means of two conditions. For the analysis of iNKT samples collected after in vivo stimulation, the R/Bioconductor package EdgeR was used^57^, and *P* values were determined using the quasi-likelihood F test. For determination of signature genes of specific iNKT subsets, we included genes that exhibited a twofold or greater expression difference with a *P* value of ≤0.1 in all pairwise comparisons between the given subset and the other two subsets in each of the organs from which all three subsets were collected (thymus, spleen, and lung). Similarly, the signature genes of spleen, lung, and thymus were defined as those genes exhibiting a fold change of ≥2 with a *P* value of ≤0.1 in all possible comparisons between the same iNKT subset from different organs. Signature genes of splenic iNKT populations that either expressed or lacked the FH markers PD-1 and CXCR5 after αGalCer stimulation were determined in a similar fashion, except that *P* values were adjusted for multiple test correction using Benjamini–Hochberg algorithm^58^, and both stimulated populations were also compared to unchallenged total splenic iNKT. Principal Component Analysis (PCA) was performed using the ‘prcomp’ function in R. Data were also analyzed using the Pre-ranked Gene Set Enrichment Analysis algorithm (Broad Institute and University of California), as well as the Consensus Path Database platform (Max Planck Institute).

### ATAC-seq

ATAC-seq was performed as previously described with some modifications^13^. For thymic subsets, *n* = 4 (NKT1), *n* = 4 (NKT2), *n* = 3 (NKT17). For peripheral subsets, NKT1: lung *n* = 3, liver *n* = 2, spleen *n* = 2; NKT2: lung *n* = 1, spleen *n* = 2; NKT17: lung *n* = 2, spleen *n* = 2. For NKT_FH_, *n* = 6, NKT_eff_, *n* = 3. For lung cell types, NK: lung *n* = 1, spleen *n* = 2; γδ T cells: lung *n* = 2, spleen *n* = 3; CD4^+^ T cells: lung *n* = 2, spleen *n* = 3. iNKT cells or lung lymphocytes (10,000) were sorted into 1.5 mL Eppendorf tubes containing PBS with 5% FCS. Cells were centrifuged at 600 *g* for 10 min at 4 ^o^C, washed with 50 μL PBS, then resuspended in 50 μL ATAC lysis buffer (10 mM Tris pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40). Cells were centrifuged in lysis buffer for 10 min at 600 *g*, 4 ^o^C. Following lysis, the pellet was resuspended in 50 μL ATAC reaction mix (25 uL 2X TD buffer, 2.5 μL Nextera Enzyme, 22.5 μL water, Illumina). The transposase reaction was carried out at 37 ^o^C for 30 min. Libraries were amplified using a KAPA HiFi real-time library amplification kit with barcoded primers for 11–12 cycles followed by 2 × 50 cycle paired-end sequencing. Reads were mapped to the mouse genome (mm9) using bowtie. Unmapped reads were processed with trim galore, re-mapped with bowtie, and merged with previous mapping output. Duplicate reads identified by picard MarkDuplicates and reads mapping to chrM were excluded. Wiggle files of coverage for individual replicates were computed with MEDIPS^59^ using full fragments captured by ATAC-seq on 10 bp windows and used to generate average coverage with the Java Genomics Toolkit (available at: https://github.com/timpalpant/java-genomics-toolkit) for each group. Accessible regions were identified using MACS2^60^ from individual replicate bam files downsampled to a maximum of 5 million reads and limited to a *q* value of less than 0.001. Peaks that intersected ENCODE blacklisted regions and those on chromosome Y were excluded. We refined the groups of accessible regions to non-overlapping peaks with a uniform width of 500 nucleotides with the readNarrowpeaks function from chromVAR^61^. The number of reads within each region was computed using all reads from each replicate with the getCounts function from chromVAR. Differentially accessible regions were identified with limma/voom, using quantile normalized counts, and selected based on an fdr adjusted *p* value of less than 0.1 and an estimated fold change of at least four. We associated transcription factors-binding motifs from the HOMER database by determining the enrichment of motifs in groups of peaks with HOMER and comparing the variability in ATAC-seq signal with chromVAR.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Sequence data that support the findings of this study are deposited in the Gene Expression Omnibus (accession code GSE161492). ATAC-seq sequence data associated figures: Fig. 1; Fig. 2a–c; Fig. 3a, c; Fig. 4a; Fig. 5a–c; Fig. 6b. RNA-seq sequence data associated figures: Fig. 2d; Fig. 3b; Fig. 4b–e; Fig. 5d–f; Fig. 6a; Supplementary Fig. 2; Supplementary Fig. 3; Supplementary Fig. 4c, d. There are no restrictions on data availability. Additional information and materials will be made available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

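RNA was measured in 118 libraries of sorted mouse lymphocytes: 58 of pooled NKT1, NKT2 and NKT17 cells from thymus, spleen, lung and (NKT1 only) liver; 15 of lung NKT1 and NKT17 cells from individual mice; 27 of iNKT, γδ T, NK and CD4+ T cells from lung and spleen; and 18 from the antigen experiment. These last are 4 libraries each of NKT_FH_, NKT_eff_ and unstimulated iNKT cells and 6 further NKT_FH_ libraries. The authors removed reads of tRNA, rRNA, adapters and spike-in controls, aligned the rest to mm10 with TopHat 1.4.1, removed low-complexity reads (DUST score over 4) with PRINSEQ Lite 0.20.3, and counted reads per gene with htseq-count 0.7.1 in union mode. The notes of the samples name Bowtie 1.0.0 for the alignment. The gene annotation and the strand setting of the counting are not stated, nor are the steps for reads sequenced in pairs. The deposited values are raw counts, whole numbers for 23337 genes, of which 5076 have 0 counts in every library. The authors' own tests of these counts used DESeq2 1.6.3 in most cases, and edgeR's quasi-likelihood F test for the antigen experiment.

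Library totals ran from 3776162 to 23578440 counts (median 11810314), and 38 libraries held fewer counts than the least number of mapped reads that the paper states per library (counts are only the reads assigned to genes). The pooled libraries form 2 sets by their labels, IsEn12 and Exp. A set holds several sorting dates, and every pooled group has libraries in both. The cells of individual lungs and the 6 further NKT_FH_ libraries belong to IsEn12, the 4 cell types to IsEn15 and the matched antigen groups to IsEn16. A comparison between 2 of these sets therefore also compares sequencing sets.

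Libraries labelled A and B under one replicate number are tubes of one sort and were summed. Between tubes of one sort the correlation of log2 CPM had a median of 0.928, against 0.906 between other libraries of the group. The paper counts each library as a replicate, which was tried as an alternative. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 (minimum count 10), library sizes were scaled by TMM, and each experiment was fitted as a whole with the quasi-likelihood test (robust estimation of the dispersions and of the quasi-likelihood spread, a choice of this re-analysis). P values were adjusted by Benjamini-Hochberg over all genes tested. Totals take an adjusted p under 0.05 and at least a 2-fold difference. For members of a gene list and for single genes, "higher", "lower" and "passed" mean an adjusted p under 0.05 with no limit on the fold, and some counts were also adjusted over the list alone. CPM are counts per library size as scaled by TMM, and log2 CPM carry a prior count of 2. Signature genes follow the paper's rule: at least 2-fold with an unadjusted p of 0.1 or less in all comparisons, or an adjusted p of 0.1 or less for NKT_FH_ and NKT_eff_.

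Gene lists of cell states, cell types and responses were written before the data were examined, and the gene sets behind Fig. 5f were not available. Of 571 listed symbols, 560 were found directly, 7 under an older symbol and 4 not at all. Lists were tested with camera of limma 3.58.1 on voom values, with its preset correlation between genes and, as alternatives, an estimated correlation and fry. Enrichment of the lung signature was tested with fgsea 1.28.0 (10000 permutations of genes). Principal components were taken of log2 CPM of the 1000 most variable genes. Shares of variance of subset, tissue and interaction are sums of squares of the 9 group means, with a jackknife over replicates. Scores of individual mice were compared by exact permutation tests.

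Genes named in the text come from a rule set before the data were examined. It takes, for each comparison with a direction, the 12 genes with the largest positive and the 12 with the largest negative log2 fold change among those at an adjusted p under 0.05, with a mean of at least 4 on the log2 CPM scale and no overlap between the groups. It adds every gene the paper names and every member of a list that is described, and skips gene segments of the T cell receptor and of immunoglobulins. Of the genes this allows, those printed were picked after their values were seen, and a gene outside the rule is marked as such where it is named.

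Pairing was checked from the correlation of residuals. Pooled groups sorted on one day shared residuals (median r 0.0900, against -0.0489 for other pairs), so the sort was entered as a replicate block in an alternative. Matched replicate numbers of NKT_FH_ and NKT_eff_ (median r 0.00512) and shared mouse letters (0.00269 in the 4 cell types) gave no such signal, and block fits were run as alternatives there too. NKT_FH_ and NKT_eff_ share their unstimulated controls, so the genes they share were compared with groups simulated without a difference and with the controls divided.

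The fits were tested on simulated data with the spread of the real libraries. Of genes changed 4-fold, 60.5% were recovered for lung against thymus and spleen, 46.2% for NKT_FH_ against NKT_eff_ and 32.0% for liver against spleen. In the 4 cell types 1.22% to 3.02% of 4-fold and 12.3% to 19.1% of 16-fold differences were recovered, against 91.6% to 98.8% of 4-fold differences when every gene was given a dispersion of 0.1. An earlier form of this test required a correlation with the true changes that the 4 cell types did not reach. It was replaced by the recovery reported here. Among calls, 11.2% for the lung contrast and 8.37% for the thymus contrast fell on genes left unchanged, more than the 5% aimed at.

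Alternatives set before the data were examined were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, every library as a replicate and each library set alone. Also set then were block fits, spleen NK replicates 3 and 4 summed, only the groups compared, other gene numbers for components and shares, and leaving out each replicate. Added after seeing the data were fits without libraries that detect fewer than 8000 genes or more than 12000, antigen libraries thinned to the smallest total, and a score of individual mice with signature genes selected in the Exp libraries alone against the IsEn12 spleen pools. Groups were also permuted (at most 100 splits, fixed seed). For interactions the permutations use limma-voom with permuted residuals, so their totals differ from those of edgeR. Coordinates are those of GENCODE M21. R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statmod 1.5.0 and matplotlib 3.10.9 were used. Chromatin accessibility, flow cytometry and imaging were left out, as their processed values were not among the count files.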

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

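Of the tests in this part, the count of individual lung libraries above the spleen pools in immediate-early genes, the look at individual lung libraries low in epithelial and macrophage genes and the split of the correlation by sort day were chosen only after the earlier correlation was seen.

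In groups of 4 to 10 samples, 267 sets of values of named genes were examined on the log2 scale for 1 sample far from the others (gap to the nearest sample over the whole range), and 23 had one, where chance gives about 1 in 20, or 13.35. Among pooled NKT17 cells of the thymus, replicate 4 stood highest for *Art2a-ps* (ratio 1, all others at 0) and *Gm10345* (0.867) and lowest for *Tox* (0.839), replicate 2 highest for *Cd69* (0.845) and replicate 1 highest for *Tnfaip3* (0.857). Spleen NKT17 replicate 1 stood highest for *Hivep3* (0.722) and *Nfkbia* (0.800), replicate 2 highest for *Capg* (0.734), and replicate 3 lowest for *Irgm1* (0.763) and *Rel* (0.811). In spleen NKT1 cells, replicate 1 was lowest for *Crem* (0.910), replicate 4 highest for *Ifng* (0.713) and lowest for *Vps37b* (0.906), and replicate 5 highest for *Rorc* (0.758).

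In the antigen experiment, NKT_FH_ replicate 1 was the only library of its group with counts of *Gzmb* and of *Cx3cr1* (ratio 1 for both), unstimulated replicate 1 was highest for *Cx3cr1* (0.936), and NKT_eff_ replicate 4 lowest for *Bcl6* (0.872). Spleen CD4+ T cell replicate 1 was highest for *Fosl2* (0.960) and lowest for *Nr4a1* (0.893), and spleen NK cell replicate 4 highest for *Tnfaip3* (0.921). Among individual lung NKT17 libraries, mouse H was lowest for *Id2* (0.633) and mouse E lowest for *Nr4a1* (0.617). With 23 such samples among 267 sets, some are expected by chance alone, at about 1 in 20.

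The change in lung differed between groups. Between the 3 iNKT subsets it differed for 20 genes by edgeR's interaction test, among them *S1pr1* (adjusted p = 0.00111 from edgeR; lung log2 fold changes 3.26 in NKT1, 1.94 in NKT2 and 1.28 in NKT17) and *Nfkbia* (adjusted p = 0.0118; 1.38, 1.77 and 2.69). Between the 4 cell types it differed for 5 genes, named after their values were seen: *Cd3d*, *Hmgn2*, *Mmrn1*, *Serpina3g* and *Ms4a6b*. *Cd3d*, a gene of T cells, fell by 2.67 on the log2 scale in lung NK cells and by 0.02 in iNKT cells.

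Signals appeared in genes the paper does not discuss. The median log2 fold change of 16 interferon-response genes was -0.80 in lung against thymus and spleen (9 lower, none higher by edgeR) and 1.00 in thymus against spleen and lung (9 higher, none lower). Lung against thymus and spleen gave a median of 6.08 for 6 endothelial genes and 7.58 for 5 genes of lung epithelium. These are the list members left after the low-count filter. Lung libraries alone can carry a gene past that filter, which favors a rise. The cell cycle list rose in NKT_eff_ by a median of 2.99 over unstimulated cells.

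The first pattern weighed is the rise of immediate-early genes in lung iNKT cells (18 of 18 higher by edgeR, median log2 fold change 2.36). A single sort day or a sick mouse is argued against by the individual mice: 15 of 15 individual lung libraries, from 2 dates, had an immediate-early list above every spleen pool of their subset. The list was set before the data were examined. RNA carried over from lung epithelium or macrophages is a candidate source of part of it. Before the data were examined, a Spearman correlation of at least 0.5 between these lists and the immediate-early list across individual lung NKT1 libraries was set as the sign of such a source, and it came out at 0.524 (permutation p = 0.197). This correlation rests on 2 libraries, since without the 2 farthest in these lists it was -0.143. Within the 2 sort days it was -0.4 and 0.8.

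RNA of epithelium and macrophages as the whole cause was tested on the mean of their lists. This mean was no higher than in the highest spleen pool in 4 of 8 NKT1 and 5 of 7 NKT17 individual libraries. In these the immediate-early list exceeded the highest spleen pool by at least 2.91 (log2). The mean can hide a rise in 1 list, as epithelial genes in NKT17 mouse C (0.712) exceeded every spleen NKT17 pool (highest -1.21). Neither list exceeded its highest spleen pool in NKT1 mouse C and NKT17 mouse B. Their immediate-early lists were at 7.76 and 8.40, against at most 4.45 and 4.77 in spleen. This argues against the whole cause in these libraries only, and epithelial RNA stays open for the others. Epithelial cells (EpCam) and macrophages (CD11b, F4/80) were depleted before the sort, but *Sftpc* still averaged 106 CPM in pooled lung NKT2 cells (SD 181, n = 3). Endothelial cells were not part of this test and stay open.

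Digestion of the lung, which thymus and spleen did not undergo, cannot be told apart from the tissue, since each lung sample was processed in the same way. The heat-shock list rose by a median of 0.70 in lung, as digestion would need. The other sign set in advance, a median under 0.5 for signature genes outside the immediate-early and heat-shock lists in individual libraries, came out at 3.03 in NKT1 and 3.92 in NKT17 cells. It decides nothing, since these genes were selected against the same spleen pools. A response of the cells to the lung itself stays open as the biological explanation and was not tested apart from the digestion.

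The other pattern weighed is the difference of NKT_FH_, NKT_eff_ and unstimulated cells 6 days after antigen. Library depth is argued against: the median totals differed by 1.38 times, and with all libraries thinned to the smallest total the numbers of differing genes were 1.00, 1.05 and 1.09 times those before. Cell division is a candidate explanation of part of the NKT_eff_ difference, since 20 of 24 cell cycle genes were higher there than in unstimulated cells, and 10 in NKT_FH_. Exposure to the antigen, which the design names, stays open beside it.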

How the results depend on the processing

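The fits without libraries that detect fewer than 8000 or more than 12000 genes, those with thinned libraries and the lung signature selected in the Exp libraries alone were chosen only after the data were seen; the other alternatives were set before the data were examined. A total counts as changed when it moves by more than 1.5 times.

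All 32 totals held with DESeq2 size factors in edgeR, and 31 of 32 without the low-count filter, where liver against spleen fell from 19 genes to 12, more genes being tested. DESeq2 itself moved 16 of 32, all upward: liver against spleen to 246 (117 higher, 129 lower), thymus against spleen and lung from 485 to 760 (258 higher, 502 lower), the lung difference between subsets from 20 to 79 and thymus signature genes from 12 to 20. In the antigen experiment it gave 652 for NKT_FH_ against NKT_eff_ (263 higher, 389 lower), 681 and 657 for NKT_FH_ and NKT_eff_ against unstimulated cells, 240 shared genes (134 with edgeR) and 564 for NKT_FH_ against NKT2 cells (361). For lung against spleen it gave 716 in iNKT, 828 in γδ T, 764 in NK and 1077 in CD4+ T cells (31, 29, 54 and 23 with edgeR), 62 genes for the difference between cell types (5), and 1453 and 1128 for individual lung NKT1 and NKT17 cells (964 and 657). The cause was not tested.

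With every library as its own replicate, as the paper counts them, 8 of 21 totals rose, the number of replicates being larger: subsets in thymus 1177 and in lung 1135, tissues in NKT1 1193, NKT2 596 and NKT17 960, liver against spleen 52, the lung difference between subsets 125 and individual lung NKT1 cells 1479. With the sort as a replicate block, 2 of 15 moved, liver against spleen to 44 and the lung difference between subsets to 91; the cause was not tested.

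The IsEn12 set alone moved 12 of 15 totals, all downward: subsets in thymus 484, spleen 604 and lung 345; tissues in NKT1 254, NKT2 128 and NKT17 383; lung against thymus and spleen 468; thymus against spleen and lung 262; and signature genes of NKT1 61, NKT2 16, NKT17 65 and lung 64. In that set lung NKT1 and NKT2 cells have 1 replicate each, and in the Exp set each thymic group and liver, which are assumed to vary like the other groups. The Exp set alone moved 6 of 15, also downward: subsets in thymus 242 and spleen 688, tissues in NKT2 220 and NKT17 368, thymus against spleen and lung 274, and NKT2 signature genes 18. With only the groups compared in the fit, subsets in spleen gave 816, in lung 267 and tissues in NKT1 193. Without libraries under 8000 genes, γδ T cells gave 56 (29); the cause was not tested. Thinning, the replicate-number and mouse blocks, the spleen pools of IsEn12 alone and the enrichment scores under other rankings moved no total by more than 1.5 times. Nor did summing spleen NK replicates 3 and 4 move the NK total that far. With the 4 controls divided between the antigen groups, the shared genes had a median of 57 over 6 splits, each comparison then having 2 controls.

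Of 489 tests of gene lists with camera, 236 passed with the preset correlation. Of these 149 also passed with an estimated correlation, whose tests allow for genes that vary together, and 206 with fry, by which 253 passed in all. On the 1000 most variable genes the shares were 61.4% for subset, 25.2% for tissue and 13.4% for interaction, where all genes gave 48.9%, 29.3% and 21.9%. The first 2 components depend on the number of genes by construction: with 500 genes 33.5% and 15.9% for pooled cells, 21.0% and 11.8% for the 4 cell types, 32.2% and 26.6% for the antigen groups and 30.8% and 17.1% for NKT_FH_ and the subsets. With all genes they were 12.5% and 8.66%, 14.7% and 9.51%, 19.2% and 18.3%, and 11.2% and 9.15%.

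Leaving out 1 replicate in turn moved 17 of 608 totals. The ranges were: subsets in thymus 560 to 667, spleen 1064 to 1171 and lung 409 to 508; tissues in NKT1 414 to 655, NKT2 237 to 330 and NKT17 473 to 593; liver against spleen 11 to 23; lung contrast 721 to 1152; thymus contrast 364 to 536; lung difference between subsets 14 to 32 and between cell types 0 to 9 (edgeR). Individual lung cells gave 526 to 889 (NKT1) and 435 to 588 (NKT17); lung against spleen 18 to 32 in iNKT, 18 to 23 in γδ T, 36 to 52 in NK and 14 to 35 in CD4+ T cells. The antigen comparisons gave 323 to 368 (NKT_FH_ against NKT_eff_), 349 to 423 and 284 to 377 (against unstimulated cells), 94 to 152 shared genes, and 620 to 851, 263 to 348 and 676 to 752 against NKT1, NKT2 and NKT17 cells. Signatures held 103 to 116 (NKT1), 35 to 52 (NKT2), 89 to 109 (NKT17), 105 to 150 (lung), 9 to 15 (thymus), 75 to 90 (NKT_FH_) and 88 to 129 genes (NKT_eff_).

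Of 2554 values of named genes under an alternative, 2446 kept their direction and their side of the threshold, 82 no longer passed, 24 newly passed and 2 reversed. The 2 are *Cd69* in NKT2 cells of lung against spleen, 1.03 with all libraries, -0.89 in the IsEn12 set, with 1 lung NKT2 replicate, and -0.36 without lung NKT2 replicate 2; neither value passed the test.

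The lung signature score of individual mice differed from the spleen pools by 3.54 (NKT1) and 3.88 (NKT17), by 3.45 and 3.73 without immediate-early and heat-shock genes, and by 3.72 and 4.13 with genes selected in the Exp libraries alone against the IsEn12 spleen pools.

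Thinning the antigen libraries to the smallest ended no call among 26 values of named genes and left the totals at 1.00 to 1.09 times.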

Differences from the paper's values

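The paper counts 19 genes that set thymic iNKT cells apart in every subset, and the re-analysis found 12 by the paper's thresholds with edgeR. Among the alternatives set before the data were examined, the totals came within 1.5 times of the paper's with DESeq2 (20), every library as its own replicate (18), the shared sorts as a replicate block (17), no comparison with liver (16), no low-count filter (13) and DESeq2 size factors in edgeR (13). Those from the IsEn12 libraries alone (8) and the Exp libraries alone (9) did not, and leaving out 1 replicate gave 9 to 15. The 12 genes are *Apol9b*, *Egr2* and *Tox*, higher in thymus, and *1810011H11Rik*, *D630039A03Rik*, *Dtx1*, *Gimap7*, *Il2ra*, *Itga4*, *Klf3*, *Lyst* and *P2rx7*, lower there.

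Shares of variance of the first 2 components were lower than those read by eye from the paper's figures. For the pooled cells the paper shows about 38% and about 22% in Fig. 2d, against 25.2% and 13.6% here. For the 4 cell types it shows about 33% and about 25% in Fig. 4b, against 16.1% and 10.2%. For the antigen experiment the first component is about 53% in Fig. 5d, against 25.6%, and for NKT_FH_ and the spleen subsets it shows about 35% and about 23% in Fig. 5e, against 23.0% and 14.6%. The re-analysis takes the 1000 most variable genes. With the 500 most variable genes the values were 33.5% and 15.9% (Fig. 2d), 21.0% and 11.8% (Fig. 4b), 32.2% (Fig. 5d) and 30.8% and 17.1% (Fig. 5e). Of these, both values of Fig. 2d and both of Fig. 5e came within 1.5 times of the paper's. With all genes they were 12.5% and 8.66%, 14.7% and 9.51%, 19.2%, and 11.2% and 9.15%, and none did.

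The paper separates lung along the second component. Here the component that followed tissue was the third with the 1000 most variable genes (9.43% of the variance). With all genes it was the second, of whose spread tissue accounted for 66.9% and library set for 23.4%. Which tissue lay apart on these components was not examined.

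Of genes the paper calls higher in lung in every cell type, which it shows as read tracks, *Bhlhe40* passed in none by edgeR (adjusted p = 0.530 to 1.00). Its mean was higher in lung in every cell type. On counts simulated for this fit, 1.22% to 3.02% of 4-fold differences passed, so a gene that does not pass says little. *Tnfaip3* passed by edgeR only in CD4+ T cells (adjusted p = 0.0471), and with DESeq2 also in iNKT (0.00592), γδ T (0.00084) and NK cells (0.000439). *Fosl2* did not pass in γδ T cells (adjusted p = 0.0731 from edgeR) but did with DESeq2 (1.97e-05), with the mouse as a replicate block (0.0294) and without spleen replicate 1 (0.0266).

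Fig. 2e of the paper shows *1700056E22Rik* among genes lower in thymus, at 2-fold and an unadjusted p of 0.1. At these thresholds it is not among the 12 genes found here with edgeR. At an adjusted p under 0.05 for thymus against spleen and lung it did not pass (0.0909 from edgeR). It passed so with DESeq2 (0.00444), with every library as its own replicate (0.0195) and without thymic NKT1 replicate 3 (0.0313). The paper describes *Ctla4* and *Cd69* as higher in lung iNKT cells of each subset, and in NKT2 cells alone neither passed (adjusted p = 0.0892 and 0.637 from edgeR). For CTLA-4 protein, measured by flow cytometry, the paper reports a difference between organs in each subset, NKT2 included. At the paper's own thresholds *Ctla4* is among the 146 genes higher in the lung of every subset, and *Cd69* is not. *Ctla4* passed there with every library as its own replicate (0.00385) and in the Exp libraries alone (0.000124). At the loci of *Gzma*, *Gzmb* and *Cx3cr1* the paper reports more open chromatin in NKT_eff_, a measure other than RNA. By flow cytometry it also reports more CX3CR1 protein on NKT_eff_ than on NKT_FH_ or on iNKT cells of uninjected mice. RNA of the 3 genes against unstimulated cells did not pass (adjusted p = 0.0819, 0.0517 and 0.159 from edgeR). *Gzma* passed with DESeq2 (0.0170) and without unstimulated replicate 1 (0.0199), *Gzmb* without unstimulated replicate 3 (0.0129) and with libraries thinned to one depth (0.0313, chosen after seeing the values), and *Cx3cr1* without unstimulated replicate 1 (0.000513). Against NKT_FH_, all 3 were higher in NKT_eff_ (adjusted p = 0.0140, 0.0027 and 0.0458 from edgeR).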

Other observations

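The permutations of groups in this part were set before the data were examined, and the look at which libraries the larger NKT1 splits part was chosen only after they were seen. Each permutation regroups the same samples into groups of the same sizes and asks in how many splits, the real one included, a count is as large as the real one.

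Between the pooled subsets the real split was the 1 of 100 with the largest count, which argues against chance. It gave 746 genes in thymus (highest other 34), 1227 in spleen (202) and 527 in lung (4). The same holds between tissues for NKT2 (347, highest other 6) and NKT17 cells (639, 38), for lung against thymus and spleen (966, 30) and for thymus against spleen and lung (485, 167). Liver against spleen gave 19 genes, the largest of 56 splits (highest other 14, and 4 among the 7 splits that part as many sorts). Signature genes gave 112 for NKT1 (highest other 2), 50 for NKT2 (3), 105 for NKT17 (4), 146 for lung (3) and 12 for thymus (3), and by limma-voom the lung difference between subsets gave 96 (3).

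Between tissues in NKT1 cells, 554 genes differed and 4 of 100 splits gave as many, with the highest other at 1061. This is under 0.05, but 3 splits gave more than the real one (1061, 747 and 673), which points to a structure of the samples, so the splits do not set this total apart from a difference between library sets. In these splits the NKT1 groups part the replicates of the IsEn12 set from those of the Exp set: in the split with 1061, the 5 replicates called spleen were all from Exp. Within the sets the totals were 254 (IsEn12) and 467 (Exp), and with the sort as a replicate block 689.

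In individual lung cells against spleen pools the real split was the largest of 100, with 964 genes in NKT1 (highest other 57) and 657 in NKT17 cells (205), and between individual NKT17 and NKT1 cells with 769 (57). This argues against chance for these totals, but not against a difference between pools and individuals. For lung against spleen in NK cells (54 genes, highest other 2) and CD4+ T cells (23, highest other 7) the real split was the largest of 35. That is the lowest share 35 splits can give, so it argues against chance without excluding it. Spleen NK replicates 3 and 4, which share a mouse letter, were regrouped as separate replicates. For iNKT cells (31, highest other 1) and γδ T cells (29, highest other 0) the 10 splits are too few for a share under 0.05. The lung difference between cell types gave 147 genes by limma-voom, the largest of 100 splits but only just, since another split gave 146.

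For the antigen experiment the real split was the largest of 35 for NKT_FH_ against NKT_eff_ (424 genes, highest other 1) and for both against unstimulated cells (443 and 371, highest others 2 and 0), and the largest of 100 for the signatures of NKT_FH_ (92, highest other 0) and NKT_eff_ (125, 0) and for the shared genes (134, 1). It was also the largest of 100 for NKT_FH_ against NKT1 (806, highest other 235), NKT2 (361, 62) and NKT17 cells (801, 410). These splits argue against chance, though 35 splits can give no share lower than 1 in 35. Against the subsets they do not set NKT_FH_ apart from a difference between individual mice and pools or between sorts.

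NKT_FH_ and NKT_eff_ share their controls, which alone makes their changes correlate. Over 10916 genes the covariance of their fold changes was 1.09 (r 0.504, same sign in 67.0%), against a mean of 0.0745 (r 0.136, 53.5%) in 20 simulations without a difference, and a median of 0.904 with the controls divided. The correlation then was 0.146 to 0.222, each comparison having 2 controls. The simulated groups shared their controls, so their 0.136 is no reference for divided controls.

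Other lists and genes moved in lung iNKT cells against thymus and spleen. Of 15 genes that resident T cells lose, 6 were higher and none lower by edgeR (median log2 fold change 0.87), and of 8 regulatory T cell genes 6 were higher (median 2.27). Macrophage genes had 2 of 10 higher (median 1.35). *Ifng* was higher by 3.44 (adjusted p = 1.49e-05 from edgeR), at 415 CPM (SD 206, n = 3) in lung NKT1 cells. *Il17a* was at 130.5 CPM (SD 17.7, n = 4) in lung NKT17 cells, 3.02 (SD 5.01, n = 4) in thymic and 0 in spleen NKT17 cells. In thymus against spleen and lung, 6 of 24 cell cycle genes were higher (camera adjusted p = 0.12 with an estimated correlation).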
